# Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert *Drosophila*

**DOI:** 10.1002/ece3.2653

**Published:** 2016-12-20

**Authors:** William J. Etges, Cássia C. de Oliveira, Subhash Rajpurohit, Allen G. Gibbs

**Keywords:** adaptation, climate change, desert, gene expression, host cactus, temperature

## Abstract

We assessed the effects of temperature differences on gene expression using whole‐transcriptome microarrays and cuticular hydrocarbon variation in populations of cactophilic *Drosophila mojavensis*. Four populations from Baja California and mainland Mexico and Arizona were each reared on two different host cacti, reared to sexual maturity on laboratory media, and adults were exposed for 12 hr to 15, 25, or 35°C. Temperature differences influenced the expression of 3,294 genes, while population differences and host plants affected >2,400 each in adult flies. Enriched, functionally related groups of genes whose expression changed at high temperatures included heat response genes, as well as genes affecting chromatin structure. Gene expression differences between mainland and peninsular populations included genes involved in metabolism of secondary compounds, mitochondrial activity, and tRNA synthases. Flies reared on the ancestral host plant, pitaya agria cactus, showed upregulation of genes involved in metabolism, while flies reared on organ pipe cactus had higher expression of DNA repair and chromatin remodeling genes. Population × environment (G × E) interactions had widespread effects on the transcriptome where population × temperature interactions affected the expression of >5,000 orthologs, and there were >4,000 orthologs that showed temperature × host plant interactions. Adults exposed to 35°C had lower amounts of most cuticular hydrocarbons than those exposed to 15 or 25°C, including abundant unsaturated alkadienes. For insects adapted to different host plants and climatic regimes, our results suggest that temperature shifts associated with climate change have large and significant effects on transcriptomes of genetically differentiated natural populations.

## 1 Introduction

Understanding current responses to increasing temperatures in natural populations can help to predict future responses to climate change (Hoffmann & Blows, 1994; Williams, Elizabeth, & Samantha, 2003) because temperature is the primary environmental factor determining most organisms' distribution and abundance (Cossins & Bowler, 1987). Numerous case studies indicate that thermal resistance is a key factor limiting insect species distributions (Addo‐Bediako, Chown, & Gaston, 2000; Chown, 2001; Chown & Nicolson, 2004) and there is increasing evidence that some ectotherms exist near their upper thermal thresholds (Jones et al., 2009; Kellermann et al., 2012; Mercader & Scriber, 2008; Stillman, 2002). Therefore, upper thermal limits may suggest physiological limits or relatively similar selective pressures (Mitchell & Hoffmann, 2010). Phenotypic plasticity is expected as an initial response to environmental change (Lande, 2009; Scheiner, 1993) that can itself evolve depending on levels of genetic variation in plasticity (Scheiner & Lyman, 1989, 1991). The rate of adaptation to climatic shifts thus requires standing genetic variation in those phenotypes responding to temperature variation (Hoffmann & Willi, 2008) and knowledge of the magnitude of plastic responses (reviewed in Sgrò, Terblanche, & Hoffmann, 2016). Initial steps toward understanding the consequences of climate change include insights into how whole genome transcriptional responses vary in response to temperature and desiccation stress (Matzkin & Markow, 2009; Rajpurohit, Oliveira, Etges, & Gibbs, 2013; Sinclair, Gibbs, & Roberts, 2007; Sørensen, Nielsen, & Loeschcke, 2007; Telonis‐Scott, Sgrò, Hoffmann, & Griffin, 2016).

Warm deserts and the communities that inhabit them are particularly well suited to a molecule‐to‐ecosystem approach to understanding mechanisms of temperature adaptation because these extreme conditions directly impact organism survival and reproduction, which in turn are directly influenced by complex suites of behavioral, physiological, and biochemical traits. The arid lands of the southwestern USA and northwestern Mexico are predicted to become warmer and drier in the future due to climatic shifts (Cook & Seager, 2013). Thus, it is crucial to understand how organisms are likely to respond to increased desertification associated with climate change, and an important first step is to understand how current biological communities function in warm, arid environments.

Although many studies have examined genetic variation, physiology, and ecology of desert organisms, our understanding of genome‐level adaptation to desert regions is in its early stages (Matzkin, 2012; Matzkin & Markow, 2009; Rajpurohit et al., 2013). The first desert organism with a sequenced genome was *Drosophila mojavensis* (Gilbert, 2007), and the genomes of its close relatives, *D. arizonae* (Lohse, Clarke, Ritchie, & Etges, 2015) and *D. buzzatii* (Guillén et al., 2015), are now available for comparative study. These genomes provide powerful models for an integrated understanding of resistance to the harsh temperature conditions of arid lands through analysis of population genomic divergence and whole‐transcriptome responses to extreme desert conditions. Here, we focus on *D. mojavensis*, a member of the well‐studied cactus–yeast–Dro*sophila* model system, with a rich ecological background for genomic studies (Barker & Starmer, 1982; Barker, Starmer, & MacIntyre, 1990) because it has undergone adaptation to different host plants (Etges, 1990, 1993; Etges, de Oliveira, Noor, & Ritchie, 2010), and diverged into a variety of ecologically distinct desert habitats (Etges, Johnson, Duncan, Huckins, & Heed, 1999; Heed, 1982; Heed & Mangan, 1986). Furthermore, geographically isolated populations in Baja California and mainland Mexico and Arizona separated by the Gulf of California are considered incipient species due to the evolution of behavioral differences caused by courtship song and cuticular hydrocarbon differences (Etges & Ahrens, 2001; Etges, Over, de Oliveira, & Ritchie, 2006; Wasserman & Koepfer, 1977). Thus, *D.  mojavensis* is an excellent model for understanding genomic responses and adaptation to desert environments.

In the deserts and arid lands of the Americas, about half of the ca 100 species in the *D. repleta* group carry out their life cycles in fermenting cactus tissues (Heed, 1982; Wasserman, 1992). The three species, *D. mojavensis* and its two closest relatives, *D. arizonae* and *D. navojoa*, form a monophyletic group endemic to northwestern Mexico and the southwestern USA (Ruiz, Heed, & Wasserman, 1990). Across its geographical range, *D. mojavensis* uses several host cacti including pitaya agria cactus, *Stenocereus gummosus*, in Baja California and organ pipe, *S. thurberi*, and cina cactus, *S. alamosensis* in mainland Mexico and Arizona (Etges et al., 1999; Heed & Mangan, 1986). Isolation from mainland *D. arizonae* occurred ca 1.3 mya after tectonic drift of present‐day peninsular Baja California from southwestern Mexico (Gastil, Phillips, & Allison, 1975), and gene exchange between *D. arizonae* and *D. mojavensis* continued until ca 250 kya based on genomic divergence estimates and ages of chromosomal inversions (Lohse et al., 2015). This was about the same time that *D. mojavensis* colonized mainland Mexico from Baja California (Smith, Lohse, Etges, & Ritchie, 2012). Other host cacti are used by *D. mojavensis* in southern California, but in this study we focused on the well‐studied Baja California and mainland Mexico populations.

A previous study of the effects of desiccation exposure on adult *D. mojavensis* showed striking effects of host cactus, age, and population differences on survivorship, water loss, cuticular hydrocarbon variation, and transcriptome variation (Rajpurohit et al., 2013). Taken together, we hypothesized that transcriptomic and cuticular hydrocarbon responses to temperature variation should also vary among populations of *D. mojavensis*, and be influenced by exposure to different host cactus substrates during pre‐adult stages. Therefore, we assessed whole‐transcriptome responses to temperature variation in multiple populations from different biotic regions of the Sonoran Desert reared on different host plants. We assessed responses in cuticular hydrocarbon composition to temperature differences because of their roles in mate choice (Etges & Ahrens, 2001) and presumed barriers to transcuticular water loss (Gibbs & Rajpurohit, 2010).

## 2 Materials and Methods

### 2.1 Population collections and husbandry

We collected *D. mojavensis* from four locations, two on each side of the Gulf of California: San Quintin and Punta Prieta from Baja California, and Punta Onah, Sonora and Organ Pipe National Monument, Arizona (Table 1; see Etges et al., 2010 for mapped locations). Flies were collected directly from cactus rots by aspiration and by sweep‐netting over baits in the field, returned to the laboratory, and cultured on banana food (Brazner & Etges, 1993) in 35‐mL shell vials at room temperature (20–22°C).

**Table 1:** Origins of the four populations of *Drosophila mojavensis* in this study, the biotic regions of the desert they are located in (Etges et al., 1999), and numbers of flies used to establish laboratory populations. All flies were collected over banana baits in nature unless otherwise noted. The last two digits of each stock number indicate year of collection except for OPNM08^a^

Population	Stock number	Latitude longitude	Number of founders
Punta Onah, Sonora (Central Gulf Coast)	PO07	29°5′23.15″N	472^b^
		112°10′15.59″W	
Organ Pipe National Monument, AZ(Arizona Upland)	OPNM08	31°58′4.88″N	20 isofemale lines
		112°46′5.75″W	
San Quintin, Baja California (San Pedro Martir)	SQ08	30°30′41.88″N	372^c^
		115°53′34.51″W	
Punta Prieta, Baja California (Vizcaino)	PP08	28°52′43.48″N	465
		114°7′28.90″W	

a Ten to 20 adults from each isofemale line collected in May 2007 were combined and mass reared for at least six generations in 2008 to form this stock. Lines were provided by S. Castrenzana.

b Includes ca 80 adults aspirated from agria rots.

c Includes 355 adults that emerged from 3 agria rots.

After several generations in the laboratory, thousands of adult flies from each population were introduced into 12,720 cm^3^ Plexiglas^®^ population cages and allowed to mate for 7 to 10 days. For each of the four populations, eggs were collected from the cages and distributed into six 250‐ml milk bottles containing banana food. These cultures were started at medium larval densities to minimize nutritionally caused maternal/environmental effects caused by mass rearing in vials and maintained in an incubator that cycled from 27 to 17°C on a 14‐hr:10‐hr LD photoperiod. All eclosed bottle‐reared adults were separated by sex daily and aged to maturity on laboratory food in vials in the incubator.

Sexually mature adults of each sex were counted into groups of 100 and then introduced together into population‐specific oviposition chambers. Adults were allowed to mate for several days, and fresh agar–cactus oviposition media was used to collect eggs for 10 hr in 5.5‐cm‐wide Petri dishes. Eggs from each chamber were washed in deionized water, 70% ethanol, sterile deionized water, counted into groups of 200, transferred to a 1‐cm^2^ piece of sterilized filter paper, and placed on pieces of fermenting cactus in the same incubator as described above. Fermenting cactus cultures were initiated in plugged 250‐ml bottles with a 5.5‐cm‐diameter piece of filter paper covering 75 g of aquarium gravel. Bottles were autoclaved and cooled, 75 g of either agria or organ pipe tissues were placed in the bottles, and the bottles were autoclaved again for 8 min at low pressure. After cooling to room temperature, each culture was inoculated separately by injection with a hypodermic needle with 0.5 ml of an aqueous mixture of a pectolytic bacterium, *Erwinia cacticida* (Alcorn et al., 1991), and 1.0 ml of an aqueous solution of seven yeast species found in natural cactus rots (Starmer, 1982): *Dipodascus starmeri*,* Candida sonorensis*,* Candida valida*,* Starmera amethionina*,* Pichia cactophila*,* Pichia mexicana*, and *Sporopachydermia cereana*. The inoculant solutions were prepared with sterile water and a full inoculating loop of each species of bacteria or yeasts. After 1–2 days, all unhatched eggs were counted in order to calculate egg to adult viability and development time. All eclosed adults from each replicate culture bottle were counted daily under CO_2_ anesthesia, separated by sex, and kept on banana food in vials. All cactus culture bottles and vials containing adults were housed in an incubator at 25°C with a 14‐hr:10‐hr LD cycle until the experiments began.

### 2.2 Temperature treatments

Groups of 30 male or female adults were placed into separate 35‐ml glass vials containing banana food and exposed to 15, 25, or 35°C for 12 hr. This time period was chosen to reflect half of a diurnal temperature cycle, and the range of temperatures were chosen to approximate average low and high temperatures in nature (Gibbs, Perkins, & Markow, 2003). After exposure, females were flash‐frozen in liquid nitrogen and stored at −80°C prior to RNA extraction. The experiments always started at 8:00 a.m., so flies were always exposed to the day/light cycle in the incubators. Only 7‐day‐old females were used for RNA extraction and microarray analysis because of the large number of samples, but both females and males exposed to the temperature treatments were included in the CHC analysis. A total of 24 treatments (four populations × two cacti × three temperatures) were included with four replications resulting in 96 groups of females for gene expression assays. The experiment began in February 2009, ca 12–18 months after the flies were captured in the field.

### 2.3 Analysis of epicuticular hydrocarbon variation (CHCs)

After exposure to each of the temperature treatments, 8‐day‐old female and male adults were frozen and stored at −20°C until CHC extraction. Total CHCs were extracted by rinsing individual adults in hexane for 20 min in a 300‐μl glass vial insert (Microliter Analytical Supplies, Suwanee, GA), evaporating off all solvent in a 40°C heating block, and then freezing each sample at −20°C. Individual CHC extracts were redissolved in 5 μl of heptane containing a known amount of docosane (C_22_) as an internal standard. Each sample was subjected to capillary gas–liquid chromatography using an automated Shimadzu GC‐17A (Shimadzu Scientific Instruments, Columbia, MD) fitted with a 15‐m (ID = 0.22 mm) Rtx‐5 fused‐silica column (Restek Corporation, Bellefonte, PA). Injector and detector temperatures were set at 290 and 345°C, respectively, with the injector port in split mode (3:1 ratio), and the column was heated from 200 to 345°C at 15°C/min holding at 345°C for 4 min.

CHC amounts were quantified in all flies by quantifying peak integrations using Class VP 4.2 software provided by Shimadzu with C_22_ amounts used as an internal standard and expressed as nanograms/fly (Etges & Ahrens, 2001; Etges & Jackson, 2001; Stennett & Etges, 1997). All CHC data were log_10_‐transformed to improve normality. We sampled five adults for each combination of population, sex, cactus, and temperature, and MANOVA was used to estimate significant sources of variation using the model:

$$\begin{array}{cc} Y_{ijkl}= & \mu +P_{i}+S_{j}+C_{k}+T_{l}+I_{P\times S}+I_{P\times C}+I_{P\times T}+I_{S\times C}+I_{C\times T}+I_{S\times T}+I_{P\times S\times C}\\ & +I_{P\times C\times T}+I_{P\times S\times T}+I_{C\times S\times T}+I_{P\times C\times S\times T}+E_{ijkl} \end{array}$$

where μ is the grand mean, *P*_*i*_ is the effect of population (two Baja California vs. two mainland populations), *S*_*j*_ is the effect sex, *C*_*k*_ is the effect of host cactus, *T*_*l*_ is the effect of temperature, *I*_P×S_ is the interaction between population and sex, *I*_P×C_ is the interaction between population and cactus, I_P×T_ is the interaction between population and temperature, *I*_S×C_ is the interaction between sex and cactus, I_C×T_ is the interaction between cactus and temperature, *I*_P×S×C_ is the interaction between population, sex, and cactus, and *E*_ijkl_ is the error term. Post hoc Tukey's studentized range (HSD) tests were used to reveal how temperature influenced amounts of individual CHC components. Principal components analysis (PCA) was used to quantify orthogonal combinations of correlated CHCs, and ANOVAs were used each to assess overall sources of variation for each principal component. Canonical discriminant function analysis (CDF) revealed which CHCs were responsible for differences due to temperature treatments. We used SAS/IML to calculate the angle between the CHC vectors associated with each host plant (SAS‐Institute 2004a). All other analyses were performed with SAS (SAS‐Institute 2004b).

### 2.4 RNA isolation, cDNA synthesis, and microarray hybridization

RNA was extracted from groups of ~30 female flies using RNeasy mini‐kits (Qiagen, Valencia, California USA) using the same protocols as in Rajpurohit et al. (2013). RNA samples were stored at −80°C, and double‐stranded cDNA was synthesized with Invitrogen Superscript Double‐Stranded cDNA Synthesis kits. A NanoDrop spectrophotometer (NanoDrop Technologies) was used to quantify each cDNA sample and to verify all samples contained ≥100 ng/μl of cDNA, A260/A280 ≥ 1.8, and A260/A230 ≥ 1.8. cDNA samples were labeled with Cy3 using a NimbleGen One Color DNA Labeling kit.

We used custom Roche NimbleGen 12‐plex microarrays containing 14,528 unique transcripts based on the *D. mojavensis* genome (ver 1.3 released on 14/4/2009). Nine probes per transcript were used for a total of 130,705 probes; each 12‐plex design included 135K probes with controls. Better estimates of average gene expression are expected with these probe sets than any other single measure (Reimers, 2010). A NimbleGen Hybridization System (Hybridization System 4; BioMicro Systems, Inc.) was used for cDNA hybridizations, and intensities of each spot were scanned with a GenePix 4000B scanner (Molecular Devices) and GenePix Pro software at 532 nm (Cy3). Spot intensities were quantile‐normalized (Bolstad, Irizarry, Astrand, & Speed, 2003) with NimbleScan v2.5 software. Gene call files were created using the Robust Multichip Average (RMA) algorithm (Irizarry et al., 2003) that yields approximate normal distributions of fluor intensities across arrays and treatments with our hybridization protocols (Etges et al., 2015).

### 2.5 Statistical analysis

Our experimental design consisted of 96 hybridizations that were analyzed with a mixed‐model ANOVA, PROC MIXED (SAS‐Institute, 2004b):

$$\begin{array}{cc} Y_{ijk}= & \mu +R_{i}+P_{j}+T_{k}+C_{l}++I_{R\times C}+I_{R\times T}+I_{P\times C}+I_{P\times T}+I_{T\times C}+I_{R\times T\times C}\\ & +I_{P\times T\times C}+E_{ijkl} \end{array}$$

where μ is the grand mean, *R*_*i*_ is the effect of geographic region (Baja California vs. the mainland), *P*_*j*_ is the effect of population nested within regions, *C*_*j*_ is the effect of host cactus, *T*_k_ is the effect of temperature, *I*_R×C_ is the interaction between region and cactus, *I*_R×T_ is the interaction between region and temperature treatment, *I*_P×C_ is the interaction between population and cactus nested within region, and *E*_*ijkl*_ is the error term. To correct for multiple comparisons, we calculated false discovery rates, FDR, for the overall ANOVA data and for all pairwise comparisons between treatments (Benjamini & Hochberg, 1995). All comparisons with FDR < 0.01 were included in our analyses.

### 2.6 Bioinformatic analysis

We used DAVID 6.7 and 6.8 beta (Huang, Sherman, & Lempicki, 2009) to identify functional categories that were enriched as a function of each main experimental variable. We used DAVID's default setting of medium stringency to minimize exclusion of potentially interesting gene ontology (GO) terms. Clusters with enrichment scores <1.3, corresponding to *p* > .05, were excluded from further analyses. We submitted GO terms to GO module (Yang, Li, Lee, & Lussier, 2011) to identify false positives included because of the hierarchical nature of the GO terms. After identifying differentially expressed genes and enriched gene clusters, we used FlyMine (Lyne et al., 2007) to identify orthologous genes in *D. melanogaster*. FlyMine and FlyBase (Attrill et al., 2016) were used to explore gene functions and tissue‐specific expression patterns.

## 3 Results

A total of 7213 adult *D. mojavensis* were reared on both host cacti (*n* = 48 cultures). Nested ANOVAs of both egg to adult development time (DEVT) and viability (Table S1) revealed similar life history patterns to those in previous studies (Etges, 1990; Etges et al., 2010). The Arizona population showed significantly longer DEVT than the others (LSMEAN $\overset{¯}{x}$ ± 1 *SE* da, 14.53 ± 0.023), but the Punta Onah, Sonora, and Punta Prieta, Baja California populations, showed equivalent DEVT (both 13.84 ± 0.022 da) with the shortest DEVT observed in San Quintin, Baja California flies (13.02 ± 0.022 da). There was a significant Cactus × Population interaction term due to longer DEVT of both mainland populations, as well as the population from Punta Prieta, Baja California, on agria cactus vs. organ pipe cactus (Figure S1). All four populations showed increases in DEVT when reared on agria vs. organ pipe cactus, due most likely to the more rapid tissue breakdown of agria tissues at 25°C—in all previous studies, cultures were grown on a 14‐hr:10‐hr LD photoperiod and 27:17°C temperature cycle, a mean daily temperature of 22.8°C.

Baja California populations expressed higher egg to adult viability than mainland populations, 82.3 vs. 75.1, two‐tailed t‐test, *p* = .016, and there were significant differences between populations; *F* = 3.37, *p* = .0276, and cactus substrates; *F* = 9.23, *p* = .0042, but these were not apparent in the nested model (Table S1). Agria cactus decreased viability in both mainland populations, but both Baja California populations showed increased viability on both cacti (Figure S1) similar to previous studies (Etges et al., 2010).

### 3.1 Epicuticular hydrocarbon variation

MANOVA revealed that every main and interaction effect in the complete model was significant, *p* < .0001 (Table 2) revealing the sensitivity of CHC expression due to population differentiation, gender, rearing substrates, temperature, and their interactions. We did not employ a nested model to simplify analysis because large‐scale regional differences in CHCs have already been documented (Etges & Ahrens, 2001; Etges & Tripodi, 2008). Principal components analysis revealed eight PCs that accounted for 86.1 percent of the variation in the data (Table S2). ANOVA was performed using the same full factorial model to reveal the nature of each of the eight PCs (Table 3). Population, cactus, and sex influenced each of the first three PCs, and temperature influenced six of eight PCs. Each of the eight PCs showed significant model effect interactions with temperature revealing a pervasive influence of these treatment effects on different covarying combinations of CHCs in this study.

**Table 2:** MANOVA results for cuticular hydrocarbon variation for 8 day old adult male and female *Drosophila mojavensis* from Baja California and mainland Mexico reared on agria and organ pipe cacti exposed to 15, 25 and 35°C for 12 hr

Source of Variation	Wilk's λ	*F*	*df*	*p*
Population	0.0086	17.77	96,437.95	<.0001
Cactus	0.2985	10.72	32,146	<.0001
Population × Cactus	0.1222	4.65	96,437.95	<.0001
Sex	0.0587	73.14	32,146	<.0001
Population × Sex	0.0646	6.83	96,437.95	<.0001
Cactus × Sex	0.5427	3.84	32,146	<.0001
Population × Cactus × Sex	0.2408	2.78	96,437.95	<.0001
Temperature	0.1587	6.89	64,292	<.0001
Population × Temperature	0.0814	2.40	192,871.43	<.0001
Cactus × Temperature	0.2527	4.51	64,292	<.0001
Population × Cactus × Temperature	0.0897	2.29	192,871.43	<.0001
Sex × Temperature	0.3691	2.95	64,292	<.0001
Population × Sex × Temperature	0.0863	2.33	192,871.43	<.0001
Cactus × Sex × Temperature	0.3051	3.70	64,292	<.0001
Population × Cactus × Sex × Temperature	0.1459	2.16	160,728.09	<.0001

**Table 3:** ANOVA results for the first eight CHC principal components^a^ for *Drosophila mojavensis* of increasing temperatures from two Baja California and two mainland populations reared on agria and organ pipe cactus. All *p* < .01 are indicated in bold, *n* = 241

Effect		PC 1		PC 2		PC 3		PC 4		PC 5		PC 6	
		*F*	*p*	*F*	*p*	*F*	*p*	*F*	*p*	*F*	*p*	*F*	*p*
Model	*df*	**3.88**	**<.0001**	**26.95**	**<.0001**	**14.35**	**<.0001**	**17.24**	**<.0001**	**2.77**	**<.0001**	4.91	<.0001
Population	3	**4.77**	**.003**	**324.79**	**<.0001**	**28.84**	**<.0001**	**21.49**	**<.0001**	2.42	.068	**12.41**	**<.0001**
Cactus	1	**11.46**	**.001**	**7.43**	**.007**	**48.01**	**<.0001**	**75.28**	**<.0001**	**10.05**	**.002**	0.15	.699
Population*Cactus	3	2.68	.048	**4.51**	**.005**	**12.12**	**<.0001**	**14.30**	**<.0001**	2.81	.041	2.70	.048
Sex	1	**56.76**	**<.0001**	**10.48**	**.001**	**232.16**	**<.0001**	**289.64**	**<.0001**	1.72	.191	**11.63**	**.001**
Population*Sex	3	0.83	.481	**9.12**	**<.0001**	0.98	.401	**6.11**	**.001**	0.83	.478	**16.09**	**<.0001**
Cactus*Sex	1	**14.05**	**.0002**	**24.26**	**<.0001**	**15.88**	**<.0001**	0.02	.895	4.17	.042	4.80	.030
Population*Cactus*Sex	3	0.57	.638	**5.21**	**.002**	**3.00**	**.032**	**15.61**	**<.0001**	**5.58**	**.001**	**4.52**	**.004**
Temperature	2	**6.70**	**.002**	**7.86**	**.001**	**5.37**	**.005**	**6.84**	**.001**	0.06	.800	**4.41**	**0.014**
Temp*Population	6	1.71	.121	**6.35**	**<.0001**	**5.45**	**<.0001**	**5.20**	**<.0001**	1.36	.257	**5.71**	**<.0001**
Temp*Cactus	2	1.36	.258	**4.46**	**.013**	**4.46**	**.013**	**29.12**	**<.0001**	**8.04**	**.005**	**7.88**	**.001**
Temp*Population*Cactus	6	**3.11**	**.006**	1.48	.186	**5.45**	**<.0001**	1.88	.086	1.28	.282	1.14	.342
Temp*Sex	2	0.27	.766	0.83	.439	**5.82**	**.004**	**7.73**	**.001**	0.31	.578	1.45	.239
Temp*Population*Sex	6	1.77	.108	**3.47**	**.003**	**8.18**	**<.0001**	**3.88**	**.001**	0.68	.563	**2.78**	**.013**
Temp*Cactus*Sex	2	0.80	.452	2.55	.081	**12.72**	**<.0001**	**35.59**	**<.0001**	1.25	.266	0.29	.745
Temp*Pop*Cactus*Sex	5	0.82	.536	1.72	.131	0.95	.452	2.22	.055	**4.22**	**.006**	1.69	.140

Effect		PC 7		PC 8	
		*F*	*p*	*F*	*p*
Model	*df*	**1.68**	**.009**	**1.71**	**.007**
Population	3	0.55	.649	**4.27**	**.006**
Cactus	1	4.05	.046	0.01	.926
Population*Cactus	3	1.12	.341	2.44	.066
Sex	1	0.89	.346	0.05	.818
Population*Sex	3	0.87	.460	2.81	.041
Cactus*Sex	1	0.03	.857	1.34	.249
Population*Cactus*Sex	3	0.26	.852	2.1	.102
Temperature	2	2.38	.095	**4.19**	**.017**
Temp*Population	6	2.1	.055	0.27	.949
Temp*Cactus	2	**3.71**	**.027**	2.23	.111
Temp*Population*Cactus	6	1.09	.373	0.36	.904
Temp*Sex	2	2.02	.136	0.86	.424
Temp*Population*Sex	6	0.57	.758	1.55	.164
Temp*Cactus*Sex	2	2.88	.059	0.48	.622
Temp*Pop*Cactus*Sex	5	**4.44**	**.001**	1.58	.167

a Eigenvalues and percent of total variance for each PC are provided in Table S2.

Post hoc multiple comparisons of the effects of temperature on each of the 31 CHC components and total CHCs per fly revealed that almost all CHCs were reduced in abundance at 35°C. A common pattern for many CHCs was for flies exposed to 15 and 25°C, CHC amounts were not significantly different, but greater than amounts observed at 35°C indicating decreased CHC production from 25 to 35°C (Table 4), consistent with some earlier observations (Markow & Toolson, 1990). Further, some CHC amounts at 15°C were slightly greater than at 25°C. Several CHC components including 7‐ and 9‐hentricontene, 7,27‐pentatricontadiene, C36a, C36b, 9,27‐heptatricontadiene, C38, and C40 were higher in abundance at 25 °C, as were total CHCs per fly. As most of these CHCs are monoenes or alkadienes not expected to decrease cuticular permeability (Gibbs, 1998, 2002), it was unexpected to observe decreased abundances of these CHCs at 35°C in just 12 hr of exposure. The most abundant alkane, 2‐methyloctacosane, should be best at increasing desiccation resistance because it is a saturated hydrocarbon, or harder wax, but it also decreased in abundance at 35°C. Thus, there was little or no evidence that responses in observed CHC production at 35°C were associated with altered transcuticular water loss. Of those CHCs previously associated with differences in sexual attractiveness (Etges & Tripodi, 2008), both C_34_ dienes shared this pattern of lowered expression at 35°C, and only one of the C_37_ dienes, 9,27‐heptatricontadiene, showed a significant response to temperature where higher amounts were expressed at 25°C (Table 4). This contrasted with increased total C_37_ abundance (35‐methylhexatricont‐10‐ene, 9,27‐heptatricontadiene, 8,28‐heptatricontadiene, and 14‐, 16‐, and 12‐hexatricontene) at 31 or 34°C in laboratory food‐reared flies (Markow & Toolson, 1990; Reidy, Toolson, & Markow, 1991).

**Table 4:** Post hoc comparisons of means of the 31 epicuticular hydrocarbon components in male and female *Drosophila mojavensis* included in this study in the three experimental temperature treatments: 15, 25, and 35°C. Mean hydrocarbon amounts are expressed as ng/fly. Groupings are from Tukey's studentized range (HSD) tests. *p* values are from ANOVA

Hydrocarbon	ECL^a^	15° vs 25° vs 35°	*p*
2‐methyloctacosane	C_28.65_	32.123, 33.063 > 24.187	<.0001
2‐methyltricontane	C_30.65_	86.199, 92.060, 85.605	ns
7‐ and 9‐hentricontene	C_30.78_	4.789 < 5.655 > 4.133	<.0001
Unknown	C_32_	6.557 > 4.936 < 7.745	ns
Unknown alkene	C_33br1_	0.393, 0.394 > 0.315	ns
11‐and 13‐methyldotricontane	C_33br2_	5.478, 5.253 > 4.214	.018
Unknown alkene	C_33br3_	4.227 > 3.810 > 3.368	.028
31‐methyldotricont‐8‐ene	C_32.47_	31.536, 29.232 > 24.369	.001
31‐methyldotricont‐6‐ene	C_32.56_	2.330, 2.313 > 1.886	.007
8,24‐tritricontadiene	C_32.63_	24.969, 24.644 > 21.526	.047
7,25‐tritricontadiene	C_32.70_	23.910, 21.640 > 17.409	<.0001
10‐, 12‐, and 14‐tritricontene	C_32.79_	10.5087, 11.495 > 8.832	ns
Unknown	C_32.86_	3.619 > 2.959, 2.586	.001
8,26‐tetratricontadiene	C_34diene1_	9.140, 10.323 > 8.300	ns
6,24‐ and 6,26‐tetracontadiene	C_34diene2_	22.293, 24.015 > 17.284	<.0001
10‐, 12‐, and 14‐tetratricontadiene	C_34ene_	9.710, 11.752 > 8.401	.001
33‐methlytetratricont‐10‐ene	C_35alk1_	11.120, 10.422 > 8.257	ns
33‐methlytetratricont‐8‐ene	C_35alk2_	13.977, 12.931, 11.727	ns
Unknown alkene	C_35alk3_	21.825, 20.430, 19.349	ns
9,25‐pentatricontadiene	C_34.59_	71.052, 69.730 > 48.576	<.0001
8,26‐pentatricontadiene	C_34.66_	290.40, 272.29 > 231.18	.001
7,27‐pentatricontadiene	C_34.73_	23.750 ≤ 28.535 ≥ 25.468	.014
Unknown diene	C_36a_	13.116 ≤ 14.912 ≥ 11.051	ns
Unknown alkene	C_36b_	5.715 ≤ 7.634 ≥ 6.867	.001
35‐methylhexatricont‐10‐ene	C_37br_	2.493, 2.371, 2.300	ns
9,27‐heptatricontadiene	C_36.5_	18.377 ≤ 20.172 ≥ 15.582	.019
8,28‐heptatricontadiene	C_36.6_	51.625, 59.527, 49.070	ns
14‐, 16‐, and 12‐hexatricontene	C_36.7_	34.320, 38.708, 38.283	ns
Unknown alkene	C_38_	5.306 < 7.510 > 4.663	<.0001
Unknown alkene	C_39_	5.299, 5.307 ≥ 3.793	.007
Unknown alkene	C_40_	3.767 < 4.605 > 3.893	.023
Total hydrocarbons per fly		829.55 ≤ 879.01 ≥ 720.22	.003

a Equivalent chain length based on relative retention times with known standards.

Overall temperature effects were further assessed to visualize CHC variation with canonical discriminant function analysis. Variation between temperatures was significant (Wilk's λ lambda = 0.361, *F* = 4.09, *df* = 62/382, *p* < .0001), and all pairwise Euclidean distances between CHCs at the three temperatures were significantly different (all *p* < .001). Those CHCs that varied significantly due to temperature variation (Table 4) showed increased loadings on CV1 and CV2 as expected (Table S3). The angle between the two vectors of log_10_ CHC amounts for each host cactus was just 4.2 degrees suggesting a subtle, but significant effect of cactus on CHC variation. Assessing host cactus effects at each temperature required splitting the data into six groups revealing how much of the variation in CV2 was due to organ pipe‐reared adults at 35°C (Figure 1). All of the temperature–cactus centroids were significantly different from each other (*p* < .001) except for organ pipe‐reared flies at 15 and 25°C. Thus, effects of temperature variation on 8‐day‐old *D. mojavensis* CHCs depended on the host cacti they were reared on from egg to eclosion even though they were held on laboratory food after eclosion.

**Figure 1:**
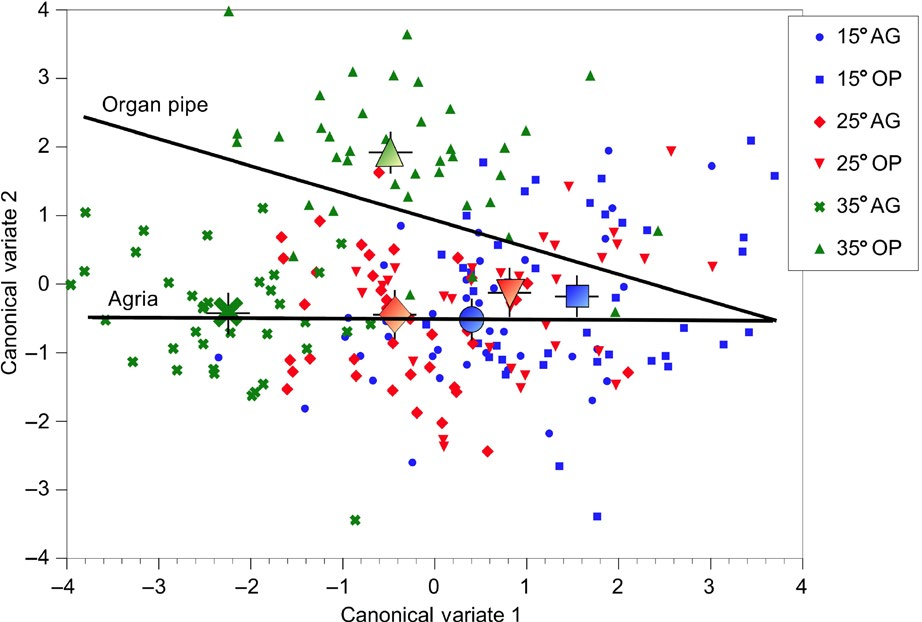
Results of the canonical discriminant function analysis for *Drosophila mojavensis* cuticular hydrocarbons for the first two canonical variates. Differences due to temperature were statistically significant in agria‐reared flies (Wilk's λ = 0.138, *F* = 4.31, *df* = 62/158, *p* < .0001) and organ pipe‐reared flies (Wilk's λ = 0.222, *F* = 2.86, *df* = 62/158, *p* < .0001). The six cactus–temperature class means are plotted showing that much of the variation in CV2 was due to organ pipe‐reared adults exposed to 35°C. The two plotted lines are the regressions for agria vs. organ pipe‐reared adults

### 3.2 Patterns of gene expression

Each of the main effects affected the transcription of >1,400 genes, with temperature affecting 3,294 genes. 

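RNA was extracted from groups of about 30 *D. mojavensis* females from 4 populations, Punta Prieta (PP) and San Quintin (SQ) in Baja California and Organ Pipe National Monument (OPNM) and Punta Onah (PO) on the mainland. The females had developed on fermenting agria or organ pipe cactus and were held for 12 hr at 15, 25, or 35°C. The 24 combinations of population, cactus, and temperature were hybridized to 97 NimbleGen microarrays carrying 14528 transcripts, with 4 arrays in 23 of the groups and 5 in PP on agria at 35°C. The authors quantile-normalized the spot intensities and summarized the probes of each transcript with RMA, and the values they deposited are on the log2 scale. In these values, array medians lay between 9.81 and 10.10 and array interquartile ranges between 2.51 and 3.42. From there, limma was used to fit 1 mean per group for each transcript. Every pairwise comparison between levels of the factors, alone or in combination, was a difference between equally weighted group means with limma's moderated test. The p-values were adjusted by the Benjamini-Hochberg method over all comparisons and all 14528 transcripts together, and the threshold was an adjusted p of 0.01. The number of arrays limits the precision. The median standard error of a log2 difference was 0.05 between the cacti and between the regions, 0.07 between 15 and 25°C, and 0.06 between the other pairs of temperatures. The deposited table names transcripts by identifier, and the available part of the paper's supplementary tables pairs 4000 of the identifiers with a gene, 500 of them also with a GI name.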

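At least 1 of the 3 pairwise comparisons of temperature passed the threshold in 3254 transcripts, or 22.4% of those on the array. Between the 2 cacti, 2464 transcripts differed (17.0%). At least 1 of the 6 pairwise comparisons of populations passed it in 2401 transcripts (16.5%), and the regions differed in 1407 (9.68%). Of the alternatives, weighting the arrays with limma's arrayWeights raised these counts most, to 7452 for temperature, 8914 for cactus, 6980 for populations, and 3659 for region. These weights ran from 0.00272 to 277, and their estimation ended with a warning. Without replicate 1 of every group, the cactus count was 949, the population count 1220, and the region count 784, and without replicate 3 the temperature count was 2039. Among the transcripts past the threshold, the median difference was 0.25 on the log2 scale both between the cacti and between the regions.

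**Figure D1:**
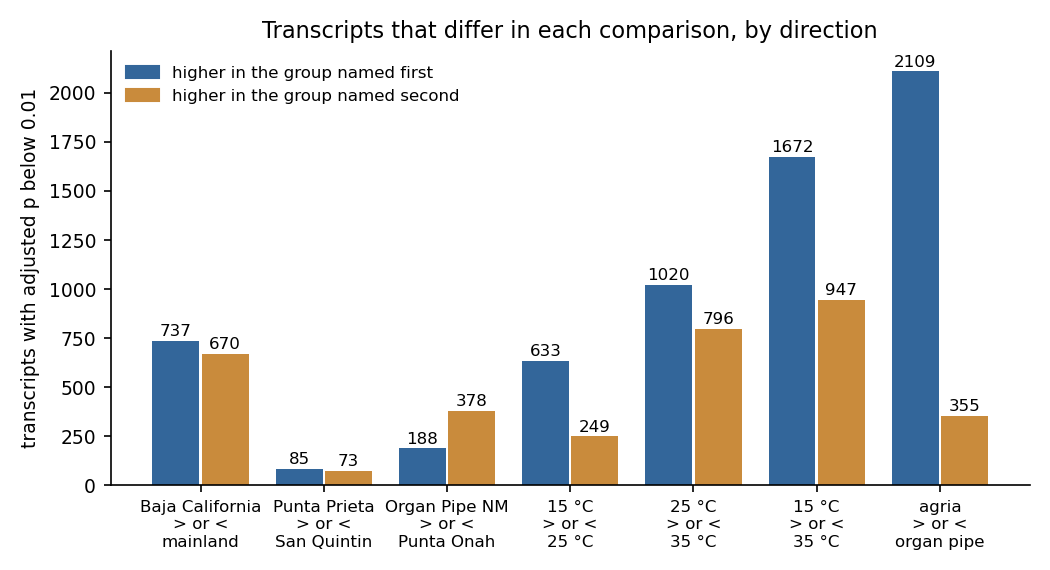
Number of transcripts past the threshold in each comparison of a single factor (y axis), in pairs of bars for those higher in the group named first and in the group named second under the x axis. The bars are nearly level between the regions and far apart between the cacti, where 2109 transcripts were higher on agria and 355 on organ pipe cactus.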

Overall, nearly 80% of all predicted genes were differentially expressed in response to variation in temperature, region, population, host plant, or interactions between these (Table 5). 

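Across all comparisons, 9335 transcripts, or 64.3% of those on the array, passed the threshold at least once, in a total of 267069 pairwise differences. Of these transcripts, 5804 passed it in a comparison of a single factor and 3531 only in comparisons of 2 or 3 factors combined. The count of 3531 was 1576 with array weights and 5935 when a difference of at least 1.5 times was also required. Comparisons of combined factors set group means side by side that differ in 1, 2, or 3 of the factors, so that a single-factor difference enters them as well. There were 5512 unique transcripts for population with cactus (19504 pairwise differences), 5594 for population with temperature (42876), 5807 for region with temperature and cactus (42964), and 7798 for population with temperature and cactus (107615).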

Over 3,000 genes were differentially expressed, mostly as a result of pairwise and three‐way interactions between main effects. Because DAVID is limited to sets of <3,000 genes, we were forced to restrict our analyses to pairwise comparisons for interaction effects where differences in expression were >1.5‐fold in most cases.

**Table 5:** Mixed‐model ANOVA results showing numbers of differentially expressed genes after filtering for FDR *p* < .01 and > 1.5× fold changes for populations of *Drosophila mojavensis* in this study exposed to 15°, 25°, and 35°C. See text for details

Treatments	No. pairwise differences; FDR *p* < .01	No. unique genes	No. genes with Dmel orthologs	No. pairwise differences; 1.5× fold change cut‐off	No. unique genes; 1.5× cut‐off	No. genes with Dmel orthologs
Main effects						
1. Region (R)	1,432	1,432	954	113	114	49
2. Population (P)	4,648	2,433	1,816	745	348	200
3. Temperature (T)	5,390	3,294	2,490	716	484	374
4. Cactus (C)	2,457	2,457	1,816	6	6	5
Interaction effects						
5. R × C	7,195	3,999	2,711	797	466	272
6. R × T	16,302	4,161	3,013	4,464	1,124	789
7. P × C	19,377	5,450	3,272	6,254	2,030	1,289
8. P × T	43,244	5,650	3,942	22,656	2,962	1,961
9. T × C	17,135	4,837	3,536	4,313	1,368	1,030
10. R × T × C	43,221	5,779	4,004	2,2910	3,253	2,139
11. P × T × C	107,404	7,795	5,271	87,333	6,313	4,075
Column totals	267,805	47,287	32,345	150,307	18,468	12,183

### 3.3 Temperature

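The 3254 transcripts gave 5317 pairwise differences among the 3 temperatures, and 470 of them changed by at least 1.5 times in a comparison past the threshold. The most transcripts, 2619, differed between 15 and 35°C. Of these, 1672 were lower and 947 were higher at 35°C, with a median difference of 0.32 on the log2 scale. With each array centred on its median, the split was 1416 lower and 1270 higher. The largest decrease was in FBtr0162871, from 12.18 ± 0.43 (SD, n = 32) at 15°C to 7.27 ± 0.81 (SD, n = 33) at 35°C, in 8 of 8 combinations of population and cactus (adjusted p = 1.18e-44, limma with Benjamini-Hochberg adjustment). FBtr0166500 fell by 4.62 (adjusted p = 1.65e-26 from the same limma test, 8 of 8 combinations). The largest increases were 3.26 in FBtr0168945 (adjusted p = 1.76e-23, limma, 8 of 8) and 2.06 in both FBtr0173223 and GI13088, a member of the Hsp20 family (adjusted p = 4.03e-24 and 7.64e-33, limma, 8 of 8 for each).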

Temperature affected the expression of 3,294 genes, including 2,490 with some annotation, that is, *D. melanogaster* orthologs. When all such genes were analyzed using DAVID, we identified five clusters of significantly overrepresented gene ontology (GO) terms (Table 6). The first enriched cluster included 93 genes, 39 of which encoded cytochrome P‐450 proteins. The latter group included orthologs of four of the six “Halloween” genes (Rewitz, O'Connor, & Gilbert, 2007) in the biosynthetic pathway for 20‐hydroxyecdysone, that is, *disembodied, shadow, shade*, and *phantom*. 

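The orthologs of *disembodied*, *shade*, *shadow*, and *phantom* are paired with transcripts in the paper's supplementary tables. For *disembodied*, mean log2 fluorescence was 9.75 ± 0.19 (SD, n = 32) at 15°C, 9.55 ± 0.20 (SD, n = 32) at 25°C, and 9.19 ± 0.27 (SD, n = 33) at 35°C. It was higher at 15 than at 25°C by 0.20 (SE 0.05, adjusted p = 0.00699, limma with Benjamini-Hochberg adjustment) and higher at 15 than at 35°C by 0.56 (adjusted p = 3.23e-14), each in 8 of 8 combinations of population and cactus. The difference between 15 and 25°C was no longer past the threshold without replicate 1, 2, or 3 (adjusted p = 0.0752, 0.0302, and 0.182 in limma), and it also lost the call with quantile normalization applied again or with each array centred on its median. For *shade*, 15°C was higher than 25°C by 0.31 (adjusted p = 0.000151) and higher than 35°C by 0.40 (adjusted p = 4.96e-07), each in 8 of 8 combinations in the limma fit. For *shadow*, 15°C exceeded 35°C by 0.34 (adjusted p = 2.41e-05 in limma, 8 of 8 combinations), while the difference of 0.15 from 25°C was not past the threshold (adjusted p = 0.134, 8 of 8). With the interquartile range of each array as a covariate, an alternative chosen after the data were seen, the latter difference was 0.21 and past it. For *phantom* (GI11185), mean log2 fluorescence was 10.56 ± 0.43 (SD, n = 32) at 15°C, 10.85 ± 0.61 (SD, n = 32) at 25°C, and 9.69 ± 0.68 (SD, n = 33) at 35°C. It exceeded its value at 35°C by 0.89 at 15°C (adjusted p = 1.51e-09, limma, 8 of 8 combinations). At 15 against 25°C its difference was -0.29, with the lower value at 15°C in 6 of 8 combinations, and not past the threshold (adjusted p = 0.0988 in limma). With array weights that difference was -0.35 and past it.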

All were upregulated at 15 vs. 25 or 35°C (Table S4). Expression of *desat‐2* also decreased as temperature increased, as expected for maintenance of proper membrane fluidity. This may also explain why lower amounts of CHCs were observed at higher temperatures, most of which have double bonds produced by desaturation of hydrocarbon precursors, for example, myristic acid (C14:0) by *desat‐2* in *D. melanogaster* (Yew & Chung, 2015). The gene clustering term “secondary metabolites biosynthesis, transport, and catabolism” was also included in this cluster, indicating temperature‐related shifts in metabolism of host plant compounds. The second cluster was annotated as peptidase inhibitors, with 10 serpin genes of a total of 32 genes. The third and fourth clusters included genes associated with carbohydrate, amino acid, and lipid metabolism. The final cluster was associated with transcription and translation, including many ribosomal proteins and several genes in the His3 and His4 families (Table 6).

**Table 6:** Gene ontology and enrichment for the effects of temperature in this study. All functional clustering was based on genes with FDR *p* < .01 and > 1.5‐fold change for each treatment effect and interaction

Comparison	No. genes (No. Annotated)	GO term	Enrich score
Temperature	3,294 (2,490)	1. Electron carrier activity, heme binding, secondary metabolites biosynthesis, transport, and catabolism	5.3****
		2. Endopeptidase inhibitor activity	4.2***
		3. Vitamin binding	2.2**
		4. Carboxylesterase activity	2.1**
		5. Ribosome, histones, cuticular proteins	1.8*
1. 15° to 25° upregulated	254 (194)	1. Endoplasmic reticulum	1.3
2. 15° to 25° downregulated	640 (473)	1. Endopeptidase inhibitor activity	6.4****
		2. Tetrapyrrole binding	2.4**
		3. Hydrolase activity	1.8*
		4. Peptidase activity	1.6*
3. 25° to 35° upregulated	806 (550)	1. Response to temperature	3.8***
		2. Cation binding	1.4*
4. 25° to 35° downregulated	1045 (667)	1. Ribosome	7.5****
		2. Glycolysis/pentose shunt	1.8*
5. 15° to 35° upregulated	962 (710)	1. Response to temperature	3.5***
		2. Cation binding	2.2**
6. 15° to 35° downregulated	1,686 (1331)	1. Endopeptidase inhibitor activity	6.6****
		2. Tetrapyrrole binding	5.3****
		3. Ribosome biogenesis	1.9*
		4. Amino acid biosynthesis	1.4*
7. 15° down to 25° upregulated to 35°	45 (25)	No enriched groups	
8. 15° up to 25° downregulated to 35°	52 (37)	No enriched groups	
9. 15° up to 25° upregulated to 35°	34 (28)	1. Response to temperature	3.8***
		2. Cation binding	1.4*
10. 15° down to 25° downregulated to 35°	128 (110)	1. Endopeptidase inhibitor activity	4.1***

*p < .05, *^*^ *p* < .01, *^**^ *p* < .001, *^***^ *p* < .0001.

To explore transcriptome changes in more detail, we examined progressive changes in gene expression as temperature increased. 

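Between 15 and 25°C, 882 transcripts passed the threshold, 249 higher and 633 lower at 25°C. With each array centred on its median, 394 were higher and 551 lower. The median difference was 0.34 on the log2 scale, and 29 of the higher and 114 of the lower transcripts differed by at least 1.5 times. The count was 1326 when only the 64 arrays of these temperatures were fitted and 486 without replicate 3. FBtr0162871, which averaged 7.07 ± 0.42 (SD, n = 32) at 25°C, had the largest decrease, 5.10 (adjusted p = 1.24e-45, limma with Benjamini-Hochberg adjustment, 8 of 8 combinations of population and cactus), followed by FBtr0174470 with 4.75 (adjusted p = 1.71e-38 in limma, 8 of 8). The largest increases were those of FBtr0168945, by 3.27 (adjusted p = 1.84e-23), and FBtr0172526, by 2.27 (adjusted p = 9.6e-24 in the limma fit), each in 8 of 8 combinations.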

A total of 894 genes differed in gene expression from groups of adults reared at 15 to 25°C, where 254 genes increased in expression and 640 genes were downregulated (Table S4). One enriched cluster for genes upregulated from 15 to 25°C including seven genes associated with endoplasmic reticulum indicating increased intracellular protein processing and storage. For downregulated genes, overrepresented GO categories included clusters for serpins, mannosidases, and proteoglycan recognition proteins (Table 6). Members of these genes have been implicated in immune function, suggesting a reduced immune response at 25°C. We also examined the genes with the greatest changes in expression between 15 and 25°C and found that genes for several vitelline membrane proteins increased in expression, while several chorion protein genes decreased in expression (Table S4).

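The vitelline membrane protein transcript Vm26Aa (GI11336) rose from 10.75 ± 1.06 (SD, n = 32) at 15°C to 12.93 ± 0.31 (SD, n = 32) at 25°C, a log2 change of 2.18 (SE 0.15, adjusted p = 5.63e-20, limma with Benjamini-Hochberg adjustment), in 8 of 8 combinations of population and cactus. Only 2 transcripts past the threshold rose by more in the limma fit of all arrays. Vm26Ab (GI17534) rose from 12.22 ± 0.74 (SD, n = 32) to 13.84 ± 0.21 (SD, n = 32), a log2 change of 1.63 (SE 0.11, adjusted p = 3.12e-21, limma), also in 8 of 8. Both genes stayed past the threshold, in the same direction, under every alternative in which they were tested.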

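Of 1816 transcripts past the threshold between 25 and 35°C, 796 were higher at 35°C, and 78 of these by at least 1.5 times. The median difference over the 1816 was 0.29 on the log2 scale. Without replicate 3 of every group the count was 993. The largest increase was in FBtr0173223, from 8.19 ± 0.36 (SD, n = 32) to 10.36 ± 0.58 (SD, n = 33), a log2 change of 2.17 (adjusted p = 2.62e-25, limma with Benjamini-Hochberg adjustment). FBtr0160978 rose by 1.83 (adjusted p = 2e-43, limma), and both rose in 8 of 8 combinations of population and cactus.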

From 25 to 35°C., 1,852 genes differed in expression including two clusters with overrepresented GO categories in the 550 genes upregulated from 25 to 35°C. The first included only six genes, all of them heat‐shock proteins. The second cluster included 83 annotated genes involved with cation binding and genes involved in histone binding and modification (*ADD1, lid, lox*), as well as *DnaJ‐1* (*Hsp40*). *DnaJ‐1* was one of 12 genes associated with gene clusters involving ‘posttranslational modification, protein turnover, chaperones.’ Further inspection of the upregulated genes revealed that the histone deacetylase, *HDAC‐6,* increased in expression from 25 to 35°C, as did a histone acetyltransferase, *mof*, and other genes involved in post‐translational modifications of histones. Eight genes associated with ubiquitin‐mediated proteolysis were also upregulated, as well as four genes in the histone 3 family. Thus, response to higher temperatures included upregulation of heat‐shock proteins as well as histones, suggesting chromatin modification and altered rates of transcription.

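At 35°C, 1020 transcripts were lower than at 25°C with an adjusted p under 0.01 in limma, 86 of them by at least 1.5 times. FBtr0163650 fell by 2.20 on the log2 scale (adjusted p = 3.75e-19, limma with Benjamini-Hochberg adjustment) and FBtr0163649 fell by 1.87 (adjusted p = 2.02e-18, limma), both in 8 of 8 combinations of population and cactus. The transcript of lipid storage droplet-1 (Lsd-1, GI10367) fell by 0.33 (SE 0.06, adjusted p = 0.000155, limma) in 7 of 8 combinations. Without replicate 3 or replicate 4, Lsd-1 was no longer past the threshold (adjusted p = 0.0143 and 0.0166 in limma).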

There were 1,045 genes downregulated from 25 to 35°C., of which 668 were annotated. Two enriched gene clusters were identified, the first (59 genes) contained 29 cytoplasmic and two mitochondrial ribosome genes, five tRNA synthetases and two elongation–initiation factors, indicating downregulation of protein synthesis. The second cluster (23 genes) contained six genes associated with the pentose‐phosphate shunt pathway. Inspection of the genes not included in these enriched clusters revealed orthologs associated with hexose (e.g., *Gale, Tpi, FASN1*) and general lipid metabolism (*lipid storage droplet‐1, adipokinetic hormone receptor, midway, CDP diglyceride synthetase, phosphatidylinositol synthase*). In addition, there were 12 candidate CHC genes (Gleason, James, Wicker‐Thomas, & Ritchie, 2009) that were downregulated as temperatures increased including stearoyl‐coA 9‐desaturases (*desat‐2*, CG9743, CG15531), a stearoyl‐coA 11‐desaturase (CG9747), a sphingolipid Δ4 desaturase (*ifc*), a Δ5 desaturase (CG17928), and fatty acid elongases (*baldspot*,* bond*, CG2781, CG5326, CG33110, CG6660). Only a Δ6 desaturase, cytochrome b5‐related (Cyt‐b5‐r), was upregulated at 35°C. The gene *bond* is clearly involved in CHC production (J. Yew, pers. comm).

To further explore temperature effects on gene expression, we examined those genes with the greatest overall change in expression. 

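5 transcripts of the Hsp20 family were followed. GI13088 rose from 9.97 ± 0.30 (SD, n = 32) at 25°C to 11.93 ± 0.41 (SD, n = 33) at 35°C, a log2 change of 1.96 (SE 0.09, adjusted p = 1.83e-31, limma with Benjamini-Hochberg adjustment), and 1 transcript past the threshold rose by more. GI12244 rose by 1.48 (adjusted p = 1.04e-35, limma), GI19527 by 1.39 (adjusted p = 1.01e-38, limma), and GI13085 by 1.03 (adjusted p = 3.14e-13, limma), with 9, 11, and 18 transcripts rising by more. GI11114 rose by 0.63 (adjusted p = 9.01e-24, limma), and 68 transcripts rose by more. Each of the 5 was higher at 35°C in 8 of 8 combinations of population and cactus.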

The 25 genes with the greatest increase in expression from 25 to 35°C included seven heat‐shock proteins, including six of the 12 genes with the greatest increase in expression (Table S4). For the top 25 (13 annotated) downregulated genes, GI10103, orthologous to CG10407 in *D. melanogaster*, had the greatest decrease in expression and is involved with hemolymph juvenile hormone binding suggesting higher temperatures increased JH concentrations in adult hemolymph. 

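GI10103 averaged 11.65 ± 0.34 (SD, n = 32) at 25°C and 10.45 ± 0.39 (SD, n = 33) at 35°C. Its log2 difference was 1.20 (SE 0.08, adjusted p = 1.02e-19, limma with Benjamini-Hochberg adjustment), with the lower value at 35°C in 8 of 8 combinations of population and cactus. In the same limma fit, 8 transcripts past the threshold fell by more.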

The gene with the second largest decrease in expression was *desat‐2*, and there were three other lipid metabolism genes included in this list, CG15829, CG18258, and CG6271. CG13084, associated with chorion formation, was also in this group. Together with decreased expression of CG10407, decreases in lipid metabolism and egg production signaled reduced reproductive effort when adults were exposed to 35°C.

We also examined genes that showed significant shifts in expression (*p* < .01, fold change >1.5×) with comparisons involving all three temperature treatments. 

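Both the step from 15 to 25°C and the step from 25 to 35°C were past the threshold in 253 transcripts, while 629 passed it in the first step alone and 1563 in the second alone. Of the 253, 35 rose in both steps, 125 fell in both, 49 rose and then fell, and 44 fell and then rose. When a change of at least 1.5 times was required in each step as well, 21 transcripts passed, of which 0 rose in both, 8 fell in both, 10 rose and then fell, and 3 fell and then rose. Of these settings, array weights moved the count of 253 most upward, to 1320, and without replicate 3 it was 111.

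**Figure D2:**
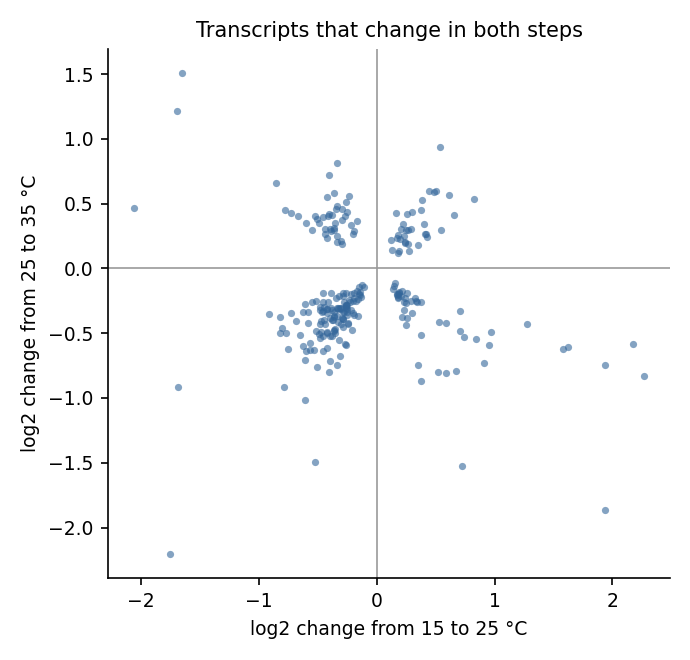
Log2 change from 15 to 25°C (x axis) against log2 change from 25 to 35°C (y axis) for the 253 transcripts past the threshold in both steps, 1 point per transcript. The part of the plot where both changes are negative, holds 125 points.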

The comparisons (Table 6) revealed similar patterns to the two temperature comparisons, that is, gene ontology terms including responses to higher temperatures, cation binding, and endopeptidase activity. Thus, the main effects of temperature revealed consistent influences on gene expression as temperature increased from 15 to 25 to 35°C.

### 3.4 Regional differences between mainland Sonora/Arizona and Baja California

While we included just two populations from each region, we found 1,432 genes were differentially expressed in adult female *D. mojavensis* from Sonora/Arizona vs. Baja California populations (Table 5). Approximately equal numbers of genes were upregulated and downregulated in these two regions (Table S6). 

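Of the 1407 transcripts that differed between the regions, 737 were higher in Baja California and 670 on the mainland, each region being the mean of its 2 populations over both cacti and all 3 temperatures. A difference of at least 1.5 times was present in 113 of them, 52 higher in Baja California and 61 on the mainland. The split stayed within 10 percentage points of this one under both other scalings of the arrays. At an unadjusted p under 0.05 in limma, 4716 transcripts differed between the regions. The region tests here and below take the arrays, not the populations, as the replicates of a region. With the spread of the populations within regions as the error, 9 transcripts passed the threshold in limma and 0 in ordinary tests.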

Cytochrome P‐450 genes and secondary metabolite metabolism were overrepresented in the first enriched gene cluster. A second cluster contained many candidate genes with inferred functions but few known genes, except for five members of the Jonah gene family involved with serine‐type endopeptidase activity. Two other clusters were enriched for tRNA synthetases. Overall, 26 Cyt‐P450 genes in COG_ONTOLOGY categories related to secondary metabolite metabolism were differentially expressed (Table S6). One of these orthologs, Dmoj\GI17558, encodes Cyp28a5 that is part of a gene family known to detoxify cactus alkaloids (Danielson, MacIntyre, & Fogleman, 1997).

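Among the transcripts higher on the mainland than in Baja California, the largest differences were those of FBtr0169038, 7.26 ± 0.41 (SD, n = 49) in Baja California and 8.87 ± 0.32 (SD, n = 48) on the mainland, a log2 difference of 1.61 (adjusted p = 6.19e-31, limma with Benjamini-Hochberg adjustment), and of FBtr0168456, with a log2 difference of 1.60 (adjusted p = 8.17e-33, limma). Both were higher on the mainland in 6 of 6 combinations of cactus and temperature. These p-values measure the spread of arrays, not that of populations within a region.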

A total of 687 genes with greater expression (FDR *p* < .01, >1.5× fold change) in mainland than Baja California flies included five clusters of overrepresented GO categories. The first (29 genes) included 14 Cyt‐P450 genes, while the second reflected differences in transcriptional activity, including aminoacyl‐tRNA synthetases. The other clusters were enriched in endopeptidases, including serpin genes, extracellular recognition proteins including peptidoglycan recognition proteins and peritrophins, and five small heat‐shock proteins from the Hsp20 gene family (Table S6).

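The largest difference in favor of Baja California was that of FBtr0164933, with a mean of 7.98 ± 0.25 (SD, n = 49) in Baja California and 4.40 ± 0.33 (SD, n = 48) on the mainland, a log2 difference of 3.58 (adjusted p = 1.54e-59, limma with Benjamini-Hochberg adjustment). FBtr0167648 was higher there by 2.75 (adjusted p = 4.85e-38, limma). The ortholog of *phantom* was higher there by 0.45 (SE 0.09, adjusted p = 0.000188, limma), and all 3 were higher there in 6 of 6 combinations of cactus and temperature. The spread behind these p-values is that of arrays, not of populations within a region.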

A total of 745 genes were expressed at higher levels in flies from Baja California than Sonora and Arizona of which 482 had *D. melanogaster* orthologs (Table 7). DAVID (Huang et al., 2009) revealed three clusters, including one enriched in GO categories related to peptidase activity, including four Jonah family genes. The Jonah genes are most highly expressed in the digestive tract, but other genes in this cluster are expressed in a variety of larval and adult tissues. The second cluster included several electron transport chain genes, as well as *phm* and 15 other Cyt‐P450 genes. Interestingly, these were different P450 genes than those that were upregulated in mainland populations (above) except for genes orthologous to Cyp6a9 and Cyp6a21 that corresponded to more than one Dmoj ID suggesting problems with annotation (Table S6). The third cluster contained 10 peptidase genes, six of which are highly expressed in the digestive tract, while three have their greatest expression in the adult head (Attrill et al., 2016).

**Table 7:** Gene ontology and enrichment for the effects of region, populations, host cacti on gene expression differences in female *Drosophila mojavensis* in this study. All functional clustering was based on genes with FDR *p* < .01 for each treatment effect

Comparison	No. genes (No. annotated)	GO term	Enrich score
1. Region	1432 (954)	1. Electron carrier activity, heme binding, tetrapyrrole binding, P‐450 gene activity	6.8****
		2. Endopeptidase inhibitor activity	2.9**
		3. tRNA processing	1.9*
		4. tRNA aminoacylation	1.7*
Mainland > Baja California	687 (472)	1. Electron carrier activity, heme binding, tetrapyrrole binding, P‐450 gene activity	3.2***
		2. tRNA processing	2.1**
		3. Cofactor binding	1.3*
Baja California > Mainland	745 (482)	1. Endopeptidase inhibitor activity	4.6****
		2. Secondary metabolites biosynthesis, transport, and catabolism, electron carrier activity, heme binding, tetrapyrrole binding	2.8**
		3. Exopeptidase activity	2.0**
2. Population	745 (200)	1. Peptidase, proteolysis	7.3****
		2. Secondary metabolites biosynthesis, transport, and catabolism, electron carrier	2.5**
		3. tRNA processing	3.1***
		4. Endopeptidase inhibitor activity	3.0***
		5. Nonglucose carbohydrate catabolism	2.6**
3. Baja California	153 (83)		
Punta Prieta > San Quintin	72 (39)	1. Sensory perception	2.5**
		2. Muscle protein	1.9*
San Quintin > Punta Prieta	81 (44)	1. Calcium ion binding, EGF‐like	2.1**
		2. P‐450 gene activity, oxidoreductase	1.9*
4. Mainland (Arizona vs. Sonora)^a^	587 (373)		
Organ Pipe NM > Punta Onah	204 (133)	1. Ribosome biogenesis	2.8**
		2. RNA splicing	2.2**
		3. Methyltransferase	2.0**
		4. Hydro‐lyase activity	1.5*
		5. Helicase activity	1.5*
Punta Onah > Organ Pipe NM	383 (240)	1. EGF‐like region	4.2***
		2. Extracellular glycosylation, signal peptide	2.9**
		3. Extracellular matrix	2.8**
		4. Plasma membrane receptor	2.7**
		5. Antimicrobial response	2.7**
5. Host cactus	2457 (1816)		
Agria > Organ pipe	2094 (1524)	1. Peptidase, proteolysis	13.6****
		2. Secondary metabolites biosynthesis, transport, and catabolism, electron carrier activity, heme binding, tetrapyrrole binding	7.2****
		3. ATP, cellular respiration, electron transport	4.6****
		4. Exopeptidase activity	3.7***
		5. Endopeptidase inhibitor activity	3.7***
		6. Cytochrome‐c oxidase activity	3.6***
		7. NADH dehydrogenase activity	3.2***
		8. Extracellular matrix	2.6**
		9. Mitochondrial membrane	2.6**
		10. TCA cycle	2.4**
Organ pipe > Agria	363 (292)	1. DNA repair	9.0****
		2. DNA replication	8.9****
		3. Nucleosome, chromatin assembly	8.5****
		4. ATP binding	5.0****
		5. Mitosis	2.5**

*p < .05, **p < .01, ***p < .001, ****p < .0001.

^a^Organ Pipe National Monument, Arizona and Punta Onah, Sonora, Mexico.

### 3.5 Population differences

For the two populations each from Sonora/Arizona and Baja California, with populations nested within regions in our statistical model, a total of 2,433 genes were differentially expressed in pairwise comparisons between populations. This was reduced to 745 genes with FDR *p* < .01 and >1.5× fold change (Table 5). 

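The 6 pairwise comparisons of the 4 populations held 4592 differences past the threshold. With a difference of at least 1.5 times required as well, 345 unique transcripts and 744 pairwise differences were left.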

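Of the pairwise differences between populations, 84.2% were between populations of different regions, and 85.6% of those of at least 1.5 times were.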

Not surprisingly, the majority of significant pairwise differences (84%) involved populations from different regions. 

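Within the mainland, 566 transcripts differed between Organ Pipe National Monument and Punta Onah, with a median log2 difference of 0.37, and 92 of them differed by at least 1.5 times. Within Baja California, 158 differed between Punta Prieta and San Quintin, with a median of 0.33 and 15 of at least 1.5 times. Without replicate 1 of every group these counts were 244 and 41. With array weights they were 2042 and 1250.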

Within regions, 587 genes differed in expression between the two mainland populations vs. 153 genes (83 annotated) between the two Baja California populations (Table 7). Cluster analyses using DAVID yielded results similar to those for region (Table S7), where the five most significant clusters (of 10) were generally categorized as peptidase activity, secondary metabolism, tRNA processing, peptidase inhibitor activity, and tRNA aminoacylation.

Comparisons of populations within each region, however, revealed significant differences in expression for different up‐ and downregulated gene clusters (Table 7), suggesting that generalizing transcriptional patterns from small numbers of isolated populations vastly underestimated larger regional differences. 

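In the comparison within Baja California, 73 transcripts were higher in San Quintin and 85 in Punta Prieta. With quantile normalization applied to the deposited values again, 114 were higher in San Quintin and 75 in Punta Prieta, and without replicate 2 the split was 58 and 19. The ortholog of nimB5 (GI12680) was higher in San Quintin by 0.54 on the log2 scale (SE 0.13, adjusted p = 0.002, limma with Benjamini-Hochberg adjustment) in 6 of 6 combinations of cactus and temperature, and that of nimC3 (GI17391) by 0.32 (SE 0.08, adjusted p = 0.00508, limma) in 5 of 6. The orthologs of Cyp4d8 (GI12456), Cyp6a21 or Cyp6a9 (GI20893), and Cyp12a4 or Cyp12a5 (GI23556) were higher in San Quintin by 0.26, 0.47, and 0.30 (adjusted p = 0.00636, 0.00166, and 0.00858, limma), in 5, 5, and 6 of 6 combinations. That of Cyp301a1 (GI19123) was higher in Punta Prieta by 0.33 (adjusted p = 5.41e-07, limma, 6 of 6). With the replicate number as a block, Cyp12a4 or Cyp12a5 was no longer past the threshold (adjusted p = 0.0101, limma). Of these 6 transcripts, Cyp301a1 alone stayed past the threshold with replicate 1 left out, and it alone did so when only the arrays of the 2 populations were fitted.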

Within Baja California, the more northerly San Quintin population showed significantly greater expression for EGF‐like and calcium‐binding genes, including two *nimrod* genes, as well as ten P‐450 genes than the population from Punta Prieta in central Baja California. However, Punta Prieta adults showed increased expression for orthologs enriched for sensory perception including four *Obp* genes, *glass*,* prospero* (a DNA‐binding transcription factor involved in nervous system development), and sensory‐related gene, *retinal degeneration A*. 

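Transcripts of Obp56g (GI18535) and Obp56e (GI18537), odorant-binding proteins, were higher in Punta Prieta than in San Quintin by 0.41 (SE 0.09, adjusted p = 0.000675, limma with Benjamini-Hochberg adjustment) and 0.33 (SE 0.07, adjusted p = 0.000685, limma), in 6 and 5 of 6 combinations of cactus and temperature. Obp19a (GI16307) differed by 0.04 (SE 0.05, adjusted p = 0.77, limma, 4 of 6), which was not past the threshold. The transcript of *retinal degeneration A* (GI15039) was higher in Punta Prieta by 0.29 (SE 0.07, adjusted p = 0.00143, limma, 6 of 6). Without replicate 1, the 3 transcripts past the threshold were no longer so (adjusted p = 0.018, 0.0321, and 0.0396, limma, in the order Obp56g, Obp56e, *retinal degeneration A*), nor were they without replicate 4.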

Other enriched clusters included muscle‐related calcium‐binding proteins and transcriptional regulation (Table 7).

Greater numbers of genes showed expression differences between the two mainland populations than between the two Baja California populations (Table 7). A total of 587 genes differed in expression, but only 373 were annotated. 

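Between the mainland populations, 188 transcripts were higher in Organ Pipe National Monument and 378 in Punta Onah. Of those with differences of at least 1.5 times, 16 were higher in Organ Pipe National Monument and 76 in Punta Onah. Without replicate 3 the split was 79 and 379.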

For the 204 genes significantly overexpressed in the Organ Pipe National Monument, Arizona population vs. the Punta Onah, Sonora population, there were five significantly enriched gene clusters associated with ribosome biogenesis, RNA splicing, methytransferase activity, hydrolyase activity, and ATP‐dependent helicase activity. Thus, increased spliceosome activity, ribosome manufacture, nitrogen metabolism, and ATPase activity suggest Arizona flies have higher rates of mRNA and protein metabolism associated with increased ATP cycling. For genes overexpressed in the Punta Onah, Sonora population, there were 19 enriched gene clusters with scores >1.3 (Table S7) where the top five enriched clusters included functional categories EGF‐like region (as in the San Quintin vs. Punta Prieta comparison), secreted protein modification, extracellular matrix, plasma membrane, and antimicrobial defense response (Table 7). Thus, closer inspection of local population differences in gene expression revealed functional differences not seen in the broader regional comparisons.

### 3.6 Host plant differences

Pre‐adult rearing on different host cacti affected the expression of 2,457 genes of which 1,816 were annotated (FDR *p* < .01), but only six of these pairwise differences exceeded a fold change of 1.5× (Table 5), and all were overexpressed on agria vs. organ pipe cactus. Of these, five were annotated, with Dmoj_GI17776 and Dmoj_GI20850 involved with peptidase activity and Dmoj_GI11137 associated with transmembrane function in the major facilitator superfamily (MFS). This gene family includes single‐polypeptide secondary carriers involved with transporting small solutes in response to chemiosmotic ion gradients (Mitchell et al., 2015). 

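The cactus comparison set 49 arrays of agria-reared flies against 48 of organ pipe-reared flies, over all populations and temperatures. In limma, 8019 transcripts had an unadjusted p under 0.05. The differences past the threshold were small, the largest being 0.67 on the log2 scale, and 6 reached 1.5 times, each with the higher value on agria. Adjusted within the comparison alone, 3849 transcripts passed the threshold.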

Dmoj_GI21891 and Dmoj_GI13378 were also overexpressed in agria‐reared flies where the former has phospholipase activity and the latter is orthologous to *flightin* associated with adult muscle development in *D. melanogaster* (Table S8). Thus, for genes exceeding 1.5× fold changes, fermenting agria tissues increased expression of a small number of genes associated with ion membrane transport, protein and lipid catabolism, and muscle fiber development in adult *D. mojavensis*.

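The 5 annotated transcripts with differences of at least 1.5 times were each higher on agria in 12 of 12 combinations of population and temperature. They were picked by size in this same comparison of the same arrays, so that this count is not separate support. Some of the differences were nearly nil, as for GI13378 in Organ Pipe National Monument at 15°C, with 11.8734 on agria and 11.8725 on organ pipe cactus. For GI17776, mean log2 fluorescence was 11.60 ± 0.66 (SD, n = 49) on agria and 10.94 ± 1.03 (SD, n = 48) on organ pipe cactus, a log2 difference of 0.67 (SE 0.14, adjusted p = 0.000407, limma with Benjamini-Hochberg adjustment). The differences were 0.66 for GI20850 (SE 0.11, adjusted p = 1.03e-05, limma), 0.62 for GI11137 (SE 0.09, adjusted p = 7.02e-07, limma), 0.67 for GI21891 (SE 0.09, adjusted p = 4.05e-08, limma), and 0.61 for GI13378 (SE 0.12, adjusted p = 0.000235, limma), the ortholog of *flightin*. Without replicate 1, GI17776 (difference 0.54, adjusted p = 0.0274, limma) and GI13378 (0.48, adjusted p = 0.0145, limma) were no longer past the threshold.

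**Figure D3:**
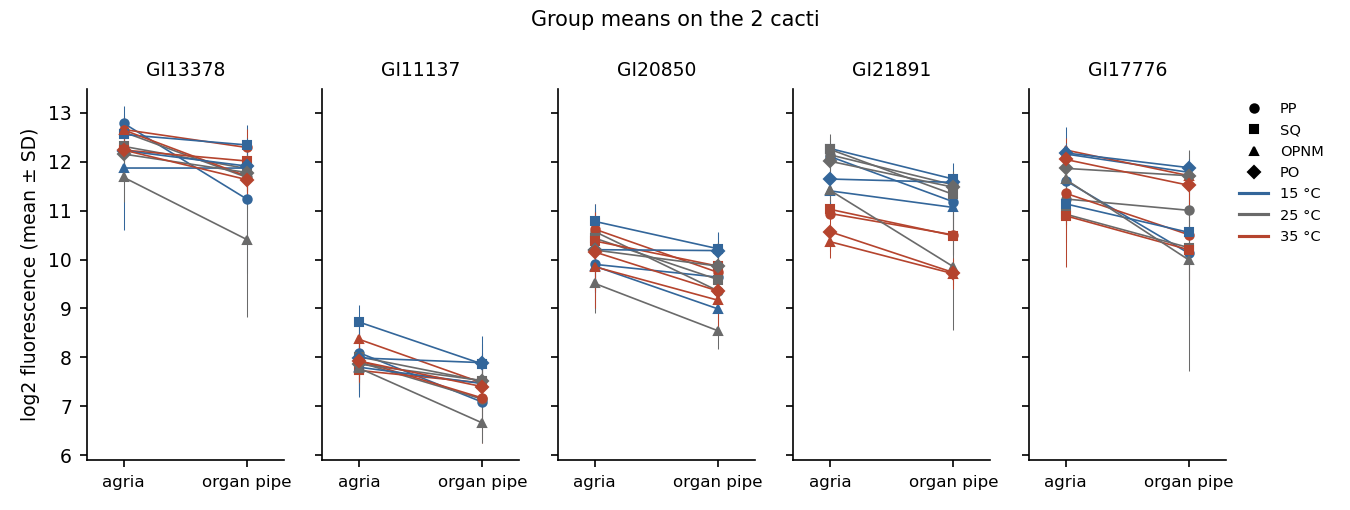
Mean log2 fluorescence of 5 transcripts (y axis, bars SD, 4 or 5 arrays per group) on agria and organ pipe cactus (x axis), with 1 line for each of 12 combinations of population (symbol) and temperature (color). Every line falls from agria to organ pipe cactus, some by almost nothing.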

Because so many genes differed in expression due to cactus rearing substrates at FDR *p* < .01, but did not reach our 1.5× fold change threshold, we also investigated patterns of functional enrichment without this latter filter. Fifteen overrepresented clusters of GO terms were identified from genes there were differentially expressed at FDR *p* < .01 (Table S8), where the first cluster contained 137 peptidase‐related genes, and second included 41 Cyt‐P450s and 43 other genes related to secondary metabolism including *desat‐2*. Six clusters were associated with mitochondrial functions, particularly the electron transport chain. Three clusters were generally associated with extracellular processes, such as cellulose metabolism, chitinase, and extracellular matrix genes.

Striking differences were seen when genes were separated by their up‐ or downregulation on agria vs. organ pipe cactus. 

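Of the transcripts that differed between the cacti, 85.6% were higher on agria and the rest on organ pipe cactus. This split depended on the scaling of the arrays. It was 1802 to 691 (72.3% on agria) with quantile normalization applied to the deposited values again, and 1366 to 1367 with each array centred on its median. With array weights it was 3631 to 5283 (40.7%). Without replicate 3 it was 1028 to 26. The largest differences toward organ pipe cactus were those of FBtr0163652, 8.10 ± 0.58 (SD, n = 49) on agria and 8.53 ± 0.50 (SD, n = 48) on organ pipe cactus, a log2 difference of -0.42 (adjusted p = 0.00164, limma with Benjamini-Hochberg adjustment, 11 of 12 combinations of population and temperature), and of FBtr0165019, with -0.38 (adjusted p = 0.00938, limma, 12 of 12). Neither was past the threshold without replicate 1, 2, or 3. FBtr0165019 was not past it either with the replicate number as a block (adjusted p = 0.0121, limma), with ordinary contrasts, or with the arrays that share a label averaged.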

A total of 2,094 genes were expressed at higher levels on agria, while only 363 were upregulated on organ pipe cactus. Because genes upregulated on agria dominated the total pool, our clustering analysis was similar to that for all cactus substrate‐affected genes. Eighteen clusters of GO terms were identified, including peptidases, secondary metabolism, and six mitochondrial function clusters (Table 7). In contrast, genes upregulated on organ pipe cactus were dominated by DNA repair (Table S8), replication, and chromatin structure, with five of six clusters relating to DNA functions. Twelve histone genes were upregulated in flies reared on organ pipe cactus. The remaining cluster of 39 ATP and purine nucleoside‐binding proteins included two Hsp70 genes. The significance of these cactus‐related gene expression differences is striking because they were caused by pre‐adult rearing substrates; all RNA samples were extracted from 8‐day‐old adults reared on laboratory media, further evidence of carryover effects of pre‐adult conditions into adulthood (Etges, de Oliveira, Rajpurohit, & Gibbs, 2016).

### 3.7 Interactions between main effects

Clusters of differentially expressed genes identified by DAVID revealed detailed insights into the five pairwise interactions (Table 5) between regional, host plant, and temperature effects. Three‐way interactions resulted in too many genes (> 3000) to be analyzed with DAVID, but for pairwise interaction terms including temperature, we concentrated on cactus and region interaction terms. There were 4,837 genes, 3,536 with some annotation, which differed in expression for Temperature × Host plant interactions resulting in eight enriched clusters (Table S9). 

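Comparisons among the 6 combinations of temperature and cactus passed the threshold in 4828 transcripts, in 17010 pairwise differences, and 1385 of the transcripts differed by at least 1.5 times. Between agria and organ pipe cactus at the same temperature, 14 transcripts were higher on agria and 2 on organ pipe cactus at 15°C, 976 and 90 at 25°C, and 347 and 9 at 35°C. Whether the cactus difference itself changed with temperature was tested with a moderated F test of the interaction contrasts, adjusted within the term. In limma, 0 transcripts passed the threshold in this test, 430 had an unadjusted p under 0.05, where 726.4 would be expected by chance, and ordinary F tests without moderation gave 0 and 465.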

The first included 95 proteases, especially Jonah family and trypsin genes. The second included 28 protease inhibitors, especially serpins. The third and fifth were enriched for Cyt‐P450 and heat‐shock genes, respectively. Each of these general clusters was found in one or both separate main effect analyses.

Inspection of functionally enriched gene clusters identified from up and downregulated genes for each significant contrast of cactus and temperature revealed a detailed portrait of temperature effects not seen in the overall analysis of Temperature × Host plant interactions (Table S9). Although these comparisons are not independent, they revealed consistent increases in expression of P‐450, endopeptidase inhibitor, and juvenile hormone‐binding protein gene clusters at low temperatures. At higher temperatures, Hsp20 and Hsp70 heat‐shock proteins, endopeptidase, and peptidoglycan recognition protein gene clusters were overexpressed, the latter involved with immune response and chitin binding (Table S10). A few enriched clusters were observed that were cactus specific such as α amylase‐glycosyl hydrolase expression at 35°C and increased chorion gene expression in 15°C agria‐reared flies.

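Comparisons among the 6 combinations of region and temperature passed the threshold in 4124 transcripts, in 16052 pairwise differences, and 1126 of the transcripts differed by at least 1.5 times. From 15 to 35°C, 1150 transcripts fell and 543 rose in Baja California, and 799 fell and 519 rose on the mainland. In the limma test of the interaction itself, whether the temperature differences changed with region, 0 transcripts passed the threshold, 8 had an adjusted p under 0.05, and 453 had an unadjusted p under 0.05. Ordinary F tests without moderation gave 0 at the threshold and 452 unadjusted. Without replicate 1 of every group, 1 transcript passed.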

For genes showing significant Region × Temperature interactions, DAVID recovered eight clusters of overrepresented GO terms. Several mirrored those found for temperature or region alone. The leading cluster represented a variety of metabolic processes, including secondary metabolism that involve metal ion binding, including three metallothionein genes, *SOD3, desat‐2,* and carbohydrate metabolism genes (Table S11). Chromatin remodeling (*ADD1*) and Halloween (*phm, dib*) genes were also present. Other clusters were enriched for proteases, often expressed in the digestive system, and protease inhibitors. 

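From 25 to 35°C, the 5 Hsp20 transcripts rose in both regions, each past the threshold in limma and on both cacti. On the log2 scale, GI13088 rose by 1.82 in Baja California and 2.11 on the mainland, GI12244 by 1.50 and 1.47, GI19527 by 1.25 and 1.53, GI13085 by 0.75 and 1.32, and GI11114 by 0.51 and 0.75, in that order of regions. The smallest of these changes against its error was that of GI13085 in Baja California (SE 0.14, adjusted p = 8.47e-05, limma with Benjamini-Hochberg adjustment, 2 of 2 cacti). The difference between the regions in the response to temperature was not past the threshold for any of the 5 (smallest adjusted p = 0.941, limma interaction test). Unadjusted, the p-values of this limma test were 0.00731 for GI13085, 0.00789 for GI11114, and 0.0140 for GI19527, each with the larger rise on the mainland. They were 0.182 for GI13088 and 0.87 for GI12244. Averaged over temperatures, 0 of the 5 differed between the regions past the threshold, the smallest adjusted p being that of GI12244, -0.16 in Baja California against the mainland (adjusted p = 0.0136, limma, lower in Baja California in 6 of 6 combinations of cactus and temperature). This last difference was past it with quantile normalization applied again (adjusted p = 0.0097), with each array centred on its median (adjusted p = 0.00769, limma), or with array weights (adjusted p = 0.0042, limma). GI13085 was past it in the opposite direction, higher in Baja California by 0.22 with array weights (adjusted p = 0.00334, limma) and by 0.24 with weights estimated gene by gene, an alternative chosen after the data were seen (adjusted p = 0.00279, limma).

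**Figure D4:**
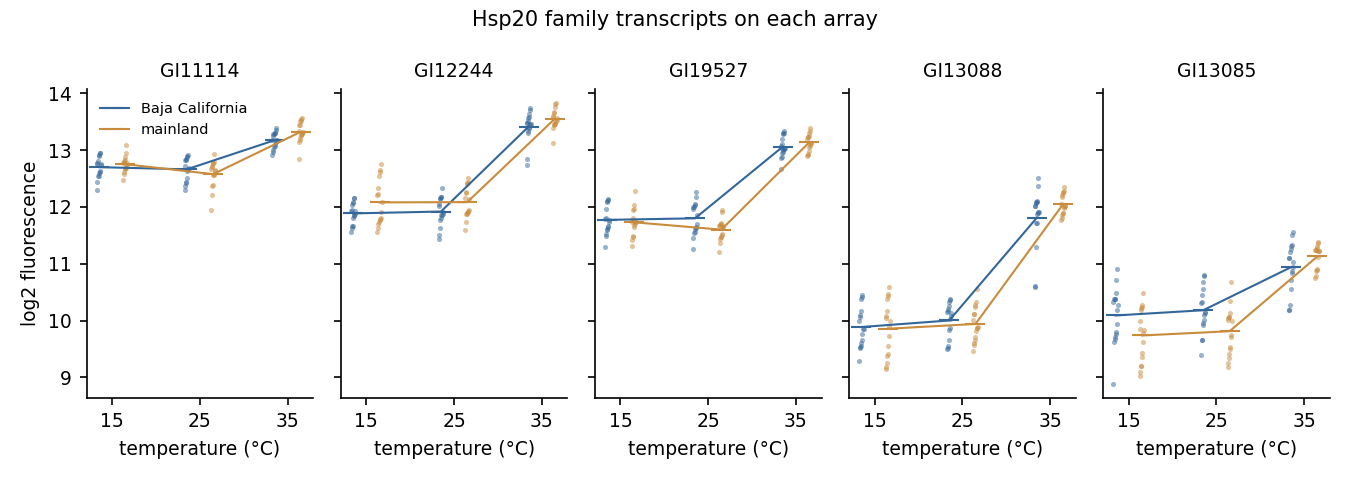
Log2 fluorescence of 5 Hsp20 family transcripts on each array (points, y axis) at 3 temperatures (x axis) in Baja California and on the mainland, with lines through the means. In each panel the means of both regions are highest at 35°C.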

A small cluster (enrichment score 2.3) included five of the six heat‐shock genes that were upregulated from 25 to 35°C. Upon closer inspection of all pairwise region–temperature differences, all of these Hsp20 family heat‐shock genes were upregulated at 35°C in populations from both regions (Table S12).

For Region × Host cactus interactions, 3,999 unique genes showed significant differences in expression (FRD *p* < .01, > 1.5‐fold ×), yet just 2711 were annotated (Tables 5, S13 and S14). 

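Comparisons among the 4 combinations of region and cactus passed the threshold in 4046 transcripts, in 7268 pairwise differences, and 467 of the transcripts differed by at least 1.5 times. Between the cacti, 1191 transcripts were higher on agria and 221 on organ pipe cactus in Baja California, and 487 and 24 on the mainland. Between the regions, 442 were higher in Baja California and 341 on the mainland on agria, and 317 and 310 on organ pipe cactus. The comparison that crossed both factors, agria in Baja California against organ pipe cactus on the mainland, held the most, with 1927 and 965. In the limma test of the interaction, 0 transcripts passed the threshold, 0 had an adjusted p under 0.05, and 908 had an unadjusted p under 0.05, against 862 in ordinary F tests, which also gave 0 past the threshold. With array weights, 687 passed in this test, but these weights ran from 0.00272 to 277 and their estimation ended with a warning. With weights estimated gene by gene, an alternative chosen after the data were seen, 21 passed. In 20 simulations with main effects alone and such weights, 4 called as many as these 21, and the highest number was 1296. The weighted fits therefore do not show an interaction.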

The first cluster was enriched for 43 proteolysis/peptidase genes including trypsin encoding genes and the ortholog *Ance*, a member of the peptidase M2 family. There were also members of the M13 class of metalloproteases including neprilysins, involved with peptide hormone metabolism in *Drosophila*, and male and female reproduction including egg laying and sperm use in mated females (Sitnik et al., 2014). Some of these endopeptidase genes are expressed in the female reproductive tracts of *D. mojavensis* and *D. arizonae* (Kelleher & Markow, 2009; Kelleher & Pennington, 2009). Almost all were upregulated in Baja California populations and in flies reared on agria cactus (Figure 2). 

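All 43 genes of Fig. 2 could be paired with a transcript. The highest of the 4 means of region and cactus was that of agria-reared flies from Baja California in 37 of them, that of agria-reared mainland flies in 5, and that of mainland flies on organ pipe cactus in 1. Over all groups, 42 were higher on agria, 38 of them past the threshold in limma, and 37 were higher in Baja California, 19 of them past it, while 5 were lower there and past it. In the interaction test of region and cactus, 0 of the 43 passed the threshold (smallest adjusted p = 0.706, limma with Benjamini-Hochberg adjustment).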

The second cluster included 47 genes enriched for P‐450 activity and tetrapyrrole binding, and the third cluster was enriched for peptidoglycan function associated with microbial immunity (Tables S13 and S14).

**Figure 2:**
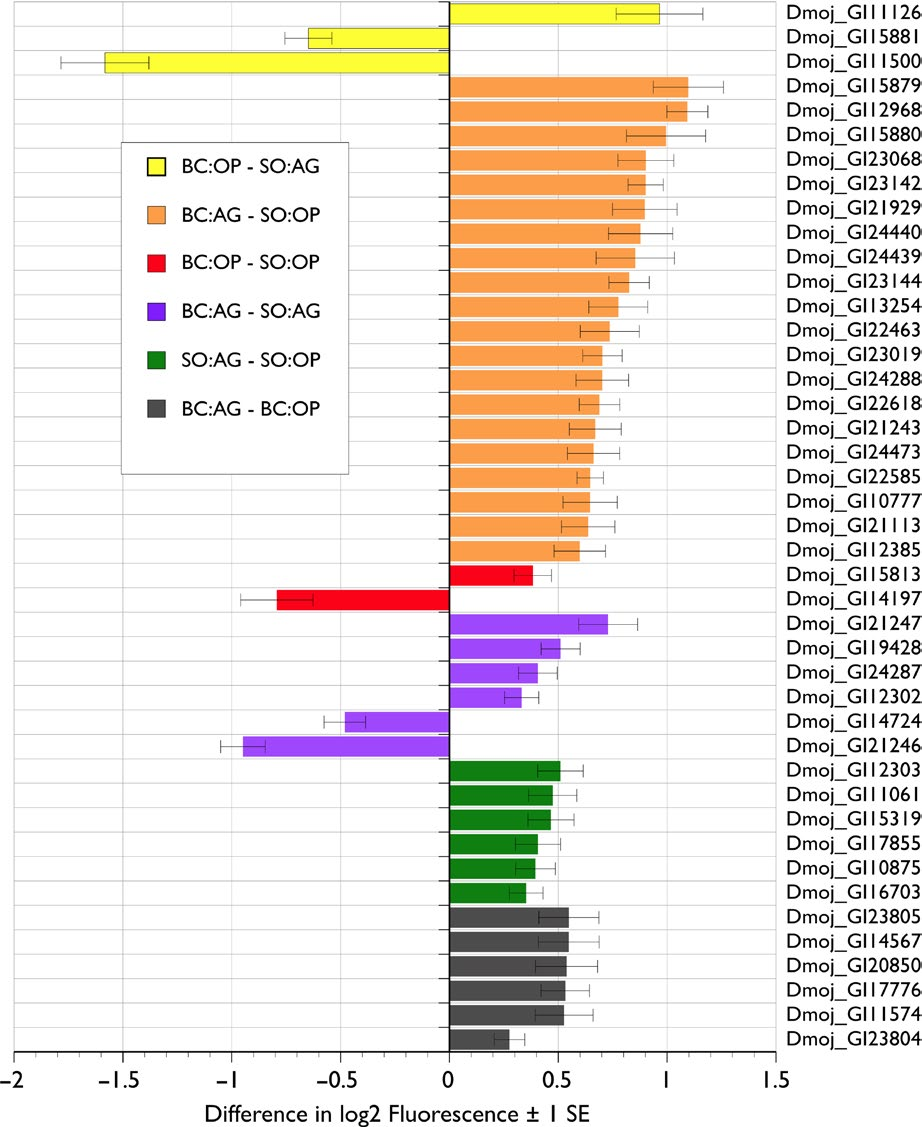
The 43 differentially expressed (FDR *p* < .01, > 1.5 fold ×) neprilysin and protease genes from analyses of Region × Cactus interactions. Most were upregulated in Baja California populations of *Drosophila mojavensis* reared on agria cactus (BC:AG), but a few showed increased expression in mainland populations reared on agria (SO:AG). All were identified in an enriched functional gene cluster by DAVID (Huang et al., 2009) with an enrichment score = 12.6 (*p* < .0001; Table S11)

Breaking the Region × Host cactus interactions into pairwise region–cactus comparisons revealed that upregulation of endopeptidases involved agria‐reared flies from both regions (Table S13), and in one case Baja California flies reared on organ pipe cactus. In all cases, mainland populations showed upregulation of GO clusters enriched for secondary metabolites biosynthesis, transport, and catabolism, electron carrier activity, heme binding, or tetrapyrrole binding consistent with overall regional differences (Table 7). A number of other enriched clusters were noted that did not appear in the overall Region × Cactus term analyses were increased glutathione S‐transferase (*Gst*) gene expression in mainland adults reared on both cacti, increased ATP production in the Baja California flies reared on agria vs. mainland flies reared on organ pipe cactus, and increased DNA repair and DNA synthesis in mainland adults reared on organ pipe cactus. *Gst* is involved with catabolism of toxic compounds in insects and shows nucleotide sequence and expression differences between populations of *D. mojavensis* and *D*. *arizonae* (Matzkin, 2008). Thus, the shift to organ pipe cactus in most mainland populations involved increases in secondary compound detoxification afforded by increased *Gst* and P‐450 gene expression with a concordant increase in DNA repair systems.

## 4 Discussion

Temperature is thought to influence a majority of organismal biochemical pathways (MacMillan et al., 2016), and here, brief 12‐hr exposure to ecologically realistic temperature variation directly influenced the expression of approximately a third of the female *D. mojavensis* transcriptome. Together with the number of significant model interactions with temperature, thousands of different genes were up‐ and downregulated that depended on geographic region and host cactus (Table 5) so understanding transcriptomic responses to climate change in natural populations will require knowledge of population history, geographic variation, and local ecology. 

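Tests of the interactions themselves, as moderated F tests with Benjamini-Hochberg adjustment within each term, separated them from the main effects that pairwise comparisons of combined groups also carry. Between the populations of a region, the cactus response differed in 13 transcripts and the temperature response in 5 (limma, threshold 0.01). For the interaction of region, temperature, and cactus and for that of population, temperature, and cactus, 0 transcripts passed in limma, 194 and 196 had an unadjusted p under 0.05, and ordinary F tests also gave 0 (184 and 197 unadjusted). Which arrays were in the fit mattered to these limma counts. The cactus response differed in 0, 26, 6, and 0 transcripts without replicate 1, 2, 3, and 4, and the temperature response in 3, 2, 3, and 2. The counts of 0 stood beside 722 and 1262 transcripts with an unadjusted p under 0.05. From the number of genes with significant interactions with temperature and of genes that were up- and downregulated, the paper reasons that responses to climate change in natural populations cannot be understood without knowledge of their history, geographic variation, and local ecology.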

Although *D. mojavensis* females in our study did not show a full heat‐shock response to high, but nonlethal temperatures as indicated by a large upregulation of *Hsp70* expression, several heat‐shock genes increased in expression from 25 to 35°C. Six of the twelve genes with the greatest expression increase were heat‐shock protein genes, with the second highest being *Hsp70*, and the most significantly overrepresented gene cluster included six *Hsp* genes. Surprisingly, *Hsp70* and *Dnaj‐1* were not included in this cluster, but GI24337, an ortholog of *Droj2*, is heat‐shock protein *DnaJ* included in gene cluster 2. In any case, heat‐shock genes in *D. mojavensis* were upregulated well below lethal temperatures where many heat‐shock proteins act as molecular chaperones to minimize thermal damage to cellular proteins, even though some damage is unavoidable. We also found evidence for increased expression of genes in ubiquitination pathways that would allow *D. mojavensis* to remove damaged proteins more rapidly at high temperatures (Zhou, Campbell, Stone, Mackay, & Anholt, 2012).

In addition to activation of heat‐shock genes, an important part of the classical heat‐shock response is the general downregulation of other genes. Our results also showed that chromatin remodeling affecting gene expression is an important component of the response to temperature. In genes whose expression increased from 25 to 35°C, the second significantly enriched cluster comprised genes associated with chromatin structure and modification. *HDAC‐6S*, for example, upregulates genes associated with responses to abiotic stress (Cho, Griswold, Campbell, & Min, 2005). *lid* is an H3K4 methylase which is also required for H3 acetylation (Lloret‐Llinares, Carré, Vaquero, de Olano, & Azorín, 2008), as is *nej* (Tie et al., 2009). *vig2* tends to increase H3K9me2 levels which are generally associated with a decrease in transcription (Gracheva, Dus, & Elgin, 2009). *mof* and *Axtn9* increase H4 acetylation at the K16 and K9 residues, respectively (Conrad et al., 2012; Mohan et al., 2014). LKRSDH mediates histone arginine methylation caused by 20‐hydroxyecdysone signaling (Cakouros et al., 2008).

Our transcriptome data also indicated changes in energy metabolism associated with temperature. From 25 to 35°C, genes involved in glycolysis and the pentose‐phosphate shunt were downregulated. Decreased expression of *desat‐2* was expected, as this would reduce membrane unsaturation and maintain membrane fluidity. Several other lipid biosynthesis genes were also highly downregulated (Table S4), while several lipases had greater expression. Together, these findings suggest that *D. mojavensis* shifts its fuel source from carbohydrates toward lipids as temperature increases. This shift may be affected by *HDAC‐6*, which downregulates genes associated with glycolysis and biosynthesis (Cho et al., 2005).

The most intriguing difference between flies reared at 15 and 25°C was an increase in vitelline membrane protein expression, while chorion protein expression decreased. The vitelline membrane is laid down before the chorion during oocyte development, so the timing of their expression was different. One potential explanation is that the shift to different temperatures altered the rate of development. Perhaps oocytes matured faster at 25°C so that new oocytes could be initiated in the ovarian stem cell niche. If so, the timing of chorion and vitelline membrane genes could have changed, leading to an apparent difference caused by temperature. Testing this idea would require performing a time series of expression experiments, preferably specific to the ovaries.

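Both the cactus and the region comparison were past the threshold in 404 transcripts, 28.7% of those that differed between the regions, where 238.6 would be expected if the lists were independent. Of the 404, 280 were higher in Baja California and on agria, 94 on the mainland and on agria, 26 on the mainland and on organ pipe cactus, and 4 in Baja California and on organ pipe cactus. With each array centred on its median these were 194, 65, 99, and 11, of 369, where 281.2 would be expected. The overlap was 110 (51.2 expected) without replicate 1. With array weights it was 2364 against 2245 expected, and the largest class was then that of the mainland and organ pipe cactus, with 895, ahead of 715 in Baja California and on agria. Transcripts are not independent of each other, so that no test of the overlap is given.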

The differentially expressed genes and enriched gene clusters due to host cacti overlapped considerably with genes that differed in expression between mainland and peninsular populations (Tables 7 and S8). This may not be surprising, as host plants are largely restricted to either Baja California or the mainland, except for a small population of agria cactus in coastal Sonora, including Punta Onah. Genes encoding mitochondrial proteins were particularly overrepresented, making up seven of the 15 clusters identified by DAVID associated with host cactus effects. Over 5.7 times as many genes (2094/363) were upregulated on agria than on organ pipe cactus. Eight of the resulting 15 clusters enriched for GO terms included mitochondrial function, indicating that flies reared on agria cactus have higher metabolic rates. DAVID also identified six clusters of overrepresented GO terms for genes upregulated on organ pipe cactus. The first included 25 genes associated with DNA repair, and all clusters were associated with aspects of nucleic acid metabolism (Table S8). Thus, flies reared on organ pipe cactus may be subjected to more DNA damage than those reared on agria.

A few broad categories of GO term clusters appeared repeatedly, especially in analyses of interaction effects. For example, clusters containing large numbers of proteases or protease inhibitors were found for two‐way interactions between host plant and region or population (Table S13, Figure 2). The protease clusters often included trypsin orthologs and Jonah family genes some of which have higher expression in the digestive tract, suggesting these gene clusters may reflect populations adapted to feeding on different host plants. Protease inhibitor genes included several members of the serpin family that function as suicide inhibitors of serine proteases and play a wide variety of regulatory roles in development (Reichhart, Gubb, & Leclerc, 2011). Several differentially regulated serpins are involved in immune function, including inhibition of the Toll pathway (Ahmad, Sweeney, Lee, Sweeney, & Gao, 2009; Han, Zhang, Min, Kemler, & Hashimoto, 2000; Tang, Kambris, Lemaitre, & Hashimoto, 2008). Our analysis of genes upregulated in flies reared on agria also found clusters of protease and protease inhibitor genes. This seems counterintuitive, but the substrate specificity of most inhibitors is unknown and it is possible that upregulated proteases and inhibitors act in different pathways. Interactions between temperature and other main effects also uncovered clusters of proteases and protease inhibitors. Several inhibitors are involved in immune responses, and low temperatures improve immune function (Linder, Owers, & Promislow, 2008).

Flies from Baja California and Sonora/Arizona differed in the expression of numerous cytochrome P‐450 genes, many of which are involved in detoxification and metabolism of secondary compounds in their host plants (Fogleman, Danielson, & MacIntyre, 1998; Frank & Fogleman, 1992). Agria and organ pipe cacti contain 25–45% triterpene glycosides and lipids to store carbohydrates and deter herbivory (Kircher, 1977, 1982). When genes upregulated in Sonora/Arizona or Baja California were analyzed separately, 14 different cytochrome P‐450 genes were identified in each comparison, but similar GO term clusters enriched for the COG_ONTOLOGY term ‘secondary metabolite metabolism’ were obtained. Thus, flies from these regions upregulated different sets of detoxification enzymes as responses to their different host plants.

Not all cyt‐P450 proteins are involved in detoxification; four differentially expressed genes are Halloween genes involved in 20‐hydroxyecdysone (20E) biosynthesis. Several ecdysone‐induced genes appeared among genes differentially expressed as a function of population and host plant. Although 20E signaling has been most widely studied for its role in regulating development, it also affects reproduction, behavior, CHC production, and stress resistance in adult *D. melanogaster* (Chiang et al., 2016; Schwedes, Tulsiani, & Carney, 2011). As a steroid hormone, 20E exerts its effects by binding nuclear receptors and changing gene expression patterns: our data revealed that 20E synthesis itself differed among populations and as a function of environmental factors. Decreased expression of some steroid dehydrogenases leads to decreased 20E amounts in early adulthood that causes loss of oenocytes, reduced CHC amounts, and desiccation resistance as well as lowered lifespan in *D. melanogaster* (Chiang et al., 2016). Thus, regulation of 20E biosynthesis in *D. mojavensis* may be a key biochemical pathway that integrates the influences of host plant use, temperature variation, CHC biosynthesis, fitness, and mating success.

### 4.1 Cuticular hydrocarbon expression

Short‐term response to higher temperatures significantly decreased amounts of almost all CHC major components (Table 4) where all experimental model effects were highly significant (Table 2), and the downregulation of 12 CHC candidate desaturases and elongases. Temperature differences resulted in overlapping CHC groups of cactus‐reared flies, with only organ pipe‐reared flies exposed to 35°C as adults displaying altered expression patterns (Figure 1). A cause for the variation in CV2 shown by the CHCs most strongly correlated with it (Table S3) was increased abundance of CHCs at 35°C on organ pipe‐reared flies vs. agria‐reared flies. The latter tended to have the lowest CHCs amounts than any other temperature–host plant combination (results not shown), but organ pipe cactus tended to increase CHC amounts overall consistent with the significant Temperature × cactus interaction in the MANOVA (Table 2). Thus, adult *D. mojavensis* CHCs displayed plastic responses to ecologically realistic temperature differences dependent on the host plant environment experienced in pre‐adult stages.

### 4.2 Climate change, desert ecosystems, and the responsive transcriptome

The Sonoran Desert and adjacent arid lands include well‐studied biotic regions characterized by different plant and animal communities that have been shaped primarily by climatic differences (Shreve & Wiggins, 1964; Turner, Bowers, & Burgess, 1995; Turner & Brown, 1982). From the cooler, Pacific Ocean influenced Baja California coast to the Central Gulf Coast Province on the east side of the peninsula to the Arizona Upland region and Lower Colorado Valley, temperature and precipitation regimes vary considerably in the Sonoran Desert (Hastings, 1964; Hastings & Humphrey, 1969; Hastings & Turner, 1965), and all are within the species range of *D. mojavensis*. Although the species assemblages in these biotic regions are derived from groups in the Miocene (8 mya), the Sonoran Desert developed ca 9 kya, with the current biotic regions evolving 4.5 kya (Betancourt, Van Devender, & Martin, 1990). Baja California separated from the Mexican mainland about 5.5 mya due to tectonic drift and has been in its present position for ca 1 mya (Murphy, 2006; Riddle, Hafner, Alexander, & Jaeger, 2000). Over this time frame, *D. mojavensis* populations expanded throughout these arid lands and now show significant genetic population structure associated with these biotic regions based on variation in chromosomal (Etges et al., 1999) and molecular data (Machado, Matzkin, Reed, & Markow, 2007; Smith et al., 2012).

Interpretations of differences in temperature adaptations between populations of *D. mojavensis* rest on these well‐studied temperature–rainfall differences (Brown & Lowe, 1980). Although global climate models predict that the southwestern desert regions of North America will become warmer and drier in the next few decades (Alwelaie, Hoffman, & Saunders, 1995; Cook, Smerdon, Seager, & Coats, 2014), *D. mojavensis* may be buffered against the immediate impacts of higher temperatures as it has the highest thermal tolerance of any drosophilid studied to date. Larvae and adults survive short‐term exposure up to 44°C (Krebs, 1999; Krebs & Bettencourt, 1999; Stratman & Markow, 1998), and larvae do not display a significant heat‐shock response until 38°C and above (Krebs & Bettencourt, 1999). Mainland adults continue to court, but not mate, up to 38°C (Patton & Krebs, 2001). This is especially relevant to understanding how *D. mojavensis* populations “over‐summer” when temperatures are typically at their annual maxima, cactus rots are few, and fly populations are reduced to low levels (Rockwood‐Sluss, Johnston, & Heed, 1973; R. H. Thomas, pers. comm.). Cactus microclimate temperatures in mainland Sonora and Arizona can exceed 42°C (Gibbs et al., 2003; Hastings & Humphrey, 1969), with average daily July temperatures >31°C in the Central Gulf Coast region of Baja California (Hastings, 1964). Increased expression of small heat‐shock proteins in Sonoran/Arizona adults vs. Baja California flies is consistent with cooler temperatures there because of the influence of Pacific coastal weather patterns. tRNA synthase expression was also higher in Sonora/Arizona populations, suggesting higher overall transcription rates. In flies from Baja California, many electron transport chain and potential digestive proteases were upregulated, suggesting higher rates of metabolic turnover in flies from this region, consistent with findings of Rajpurohit et al. (2013).

## 5 Conclusions

Uncovering genomewide patterns of transcriptional variation is only a first step in marshaling the data needed to predict the consequences of increasing temperature due to climate change in desert ecosystems. Proteomic and metabolomic changes, as well as whole organism fitness effects, will help to uncover the consequences of increasing temperatures to local adaptation and long‐term population persistence. Both up‐ and downregulation of different gene networks influenced by population history and host plant effects emphasizes the need to place temperature‐caused transcriptome variation in a broader ecological and biogeographical context. Expected upregulation of heat‐shock proteins as well as chromatin remodeling genes associated with decreased transcription and reproductive effort showed the pervasive influences of temperature on stress responses, physiology, and fitness. While host plant use, temperature, and desiccation (Rajpurohit et al., 2013) had significant influences on CHC variation, seemingly nonadaptive decreases in CHC amounts and poorly understood temperature effects on sexual selection and isolation at higher temperatures will require more work to understand the multiple roles of CHCs in cuticle permeability and mate choice. Understanding why agria cactus, the ancestral and preferred host, caused increases in expression of protein degradation and energy metabolism genes, including cyt‐P450 genes, and organ pipe cactus increased expression of DNA repair and replication genes (Table 7) will also help to resolve the genetic basis of host plant adaptation in this oligophagic insect.

## Conflict of Interest

None declared.

## Data Archiving

MIAME compliant microarray data are available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE72169. All cuticular hydrocarbon data are archived at Dryad doi:10.5061/dryad.r0v81.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert Drosophila
**Source:** Ecol Evol. 2016 Dec 20;7(2):619–37. doi: 10.1002/ece3.2653
**Supplement:** Supplementary file 2

Supplementary Table 1. Nested ANOVA results for A) egg to adult development time and B) viability for the four populations of *D. mojavensis* cultured on agria and organ pipe cactus substrates in this study at 25 °C. Total n = 7213, total number of cactus cultures = 48**.**

A. log_10_ (Egg to Adult development time)

| Source of Variation | df | Type III SS | Mean Square Ratio ^1^ | F Value | Pr > F |
| --- | --- | --- | --- | --- | --- |
| 1. Region | 1 | 0.0127 | 1/2 | 2.61 | 0.343 |
| 2. Pop (Region) | 2 | 0.0129 | 2/5 | 4.95 | 0.318 |
| 3. Cactus | 1 | 0.0548 | 3/5 | 155.26 | 0.051 |
| 4. Cactus X Region | 1 | 0.0004 | 4/5 | 0.19 | 0.708 |
| 5. Cactus X Pop (Region) ^2^ | 2 | 0.0019 | 5/11 | 3.11 | 0.049 |
| 6. Sex | 1 | 0.0011 | 6/10 | 107.51 | 0.009 |
| 7. Sex X Region | 1 | 0.0001 | 7/10 | 9.23 | 0.093 |
| 8. Sex X Cactus | 1 | 0.0000 | 8/11 | 0.02 | 0.822 |
| 9. Sex X Cactus X Region | 1 | 0.0000 | 9/11 | 0.02 | 0.888 |
| 10. Sex X Pop (Region) | 9 | 0.0000 | 10/11 | 0.02 | 0.983 |
| 11. Error | 82 | 0.0500 |  |  |  |

Supplementary Table 1. cont’d.

B. arcsin (Egg to Adult Viability)

| Source of Variation | df | Type III SS | Mean Square Ratio | F Value | Pr > F |
| --- | --- | --- | --- | --- | --- |
| 1. Region | 1 | 0.1736 | 1/2 | 4.51 | 0.167 |
| 2. Pop (Region) ^2^ | 2 | 0.0770 | 2/5 | 2.37 | 0.297 |
| 3. Cactus | 1 | 0.2287 | 3/5 | 14.09 | 0.064 |
| 4. Cactus X Region | 1 | 0.0129 | 4/5 | 0.79 | 0.468 |
| 5. Cactus X Pop (Region) | 2 | 0.0325 | 5/6 | 0.66 | 0.535 |
| 6. Error | 40 | 0.9905 |  |  |  |

^1^ The mean square ratio used for calculating F ratios. Numbers refer to the listed sources of variation.

^2^ Pop (Region) refers to populations nested within region.

# Supplementary material for: Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert Drosophila
**Source:** Ecol Evol. 2016 Dec 20;7(2):619–37. doi: 10.1002/ece3.2653
**Supplement:** Supplementary file 3

Supplementary Table 2. Loadings of each cuticular hydrocarbon on each of the 8 Principal Components in this study.

| Hydrocarbon ^a^ | ECL ^b^ | PC1 | PC2 | PC3 | PC4 | PC5 | PC6 | PC7 | PC8 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 2-methyloctacosane | C_28.65_ | 0.231 | -0.164 | -0.015 | 0.009 | -0.038 | -0.078 | 0.050 | 0.090 |
| 2-methyltricontane | C_30.65_ | 0.212 | 0.100 | -0.143 | 0.223 | 0.030 | 0.040 | 0.161 | -0.099 |
| 7- and 9-hentricontene | C_30.78_ | 0.216 | 0.190 | 0.114 | -0.085 | -0.084 | -0.157 | 0.005 | 0.209 |
| Unknown | C_32_ | 0.019 | 0.088 | 0.268 | 0.508 | -0.100 | -0.134 | 0.013 | -0.043 |
| Unknown alkene | C_33br1_ | 0.139 | -0.141 | -0.003 | 0.056 | -0.007 | 0.203 | 0.041 | 0.709 |
| 11-and 13-methyldotricontane | C_33br2_ | 0.206 | -0.177 | -0.132 | 0.129 | -0.076 | 0.074 | 0.015 | 0.055 |
| Unknown alkene | C_33br3_ | 0.205 | -0.234 | -0.167 | 0.025 | -0.017 | -0.055 | 0.049 | 0.103 |
| 31-methyldotricont-8-ene | C_32.47_ | 0.228 | -0.074 | -0.161 | 0.150 | -0.025 | -0.062 | 0.020 | -0.018 |
| 31-methyldotricont-6-ene | C_32.56_ | 0.200 | 0.081 | -0.225 | 0.113 | -0.034 | 0.041 | 0.033 | 0.134 |
| 8,24-tritricontadiene | C_32.63_ | 0.237 | -0.078 | -0.071 | 0.046 | -0.054 | -0.072 | 0.062 | -0.011 |
| 7,25-tritricontadiene | C_32.70_ | 0.202 | 0.054 | 0.030 | -0.112 | -0.434 | -0.177 | -0.069 | 0.113 |
| 10-, 12-, and 14-tritricontene | C_32.79_ | 0.197 | -0.016 | 0.103 | -0.110 | 0.363 | -0.257 | 0.091 | 0.087 |
| Unknown | C_32.86_ | 0.073 | -0.179 | 0.246 | 0.242 | 0.550 | -0.125 | -0.015 | 0.053 |
| 8,26-tetratricontadiene | C_34diene1_ | 0.143 | 0.221 | 0.055 | -0.254 | 0.068 | 0.294 | -0.223 | 0.245 |
| 6,24- and 6,26-tetracontadiene | C_34diene2_ | 0.164 | -0.040 | 0.357 | 0.125 | -0.106 | 0.015 | -0.311 | 0.016 |
| 10-, 12-, and 14 tetretricontene | C_34ene_ | 0.124 | 0.008 | 0.344 | 0.027 | -0.011 | 0.143 | -0.491 | -0.163 |
| 33-methlytetratricont-10-ene | C_35alk1_ | 0.199 | -0.133 | -0.162 | 0.068 | 0.068 | 0.287 | -0.356 | -0.138 |
| 33-methlytetratricont-8-ene | C_35alk2_ | 0.211 | -0.034 | -0.209 | 0.072 | 0.118 | 0.166 | -0.244 | -0.210 |
| Unknown alkene | C_35alk3_ | 0.193 | 0.182 | -0.245 | 0.214 | 0.081 | 0.115 | -0.050 | -0.109 |
| 9,25-pentatricontadiene | C_34.59_ | 0.180 | -0.308 | 0.146 | -0.100 | -0.182 | -0.192 | -0.038 | 0.010 |
| 8,26-pentatricontadiene | C_34.66_ | 0.222 | 0.232 | 0.052 | 0.094 | -0.056 | -0.108 | 0.044 | 0.076 |
| 7,27-pentatricontadiene | C_34.73_ | 0.172 | 0.350 | -0.048 | -0.038 | 0.097 | -0.132 | 0.065 | -0.003 |
| Unknown diene | C_36a_ | 0.138 | 0.129 | 0.316 | -0.110 | 0.274 | -0.019 | 0.069 | 0.073 |
| Unknown alkene | C_36b_ | 0.148 | 0.241 | 0.090 | -0.083 | -0.321 | -0.081 | 0.029 | -0.153 |
| 35-methylhexatricont-10-ene | C_37br_ | 0.191 | -0.189 | 0.028 | 0.137 | -0.040 | 0.119 | 0.285 | -0.229 |
| 9,27-heptatricontadiene | C_36.5_ | 0.185 | -0.277 | 0.091 | -0.202 | -0.056 | -0.184 | 0.045 | -0.177 |
| 8,28-heptatricontadiene | C_36.6_ | 0.201 | 0.012 | -0.027 | -0.237 | 0.154 | -0.246 | 0.070 | -0.250 |
| 14-, 16-, and 12-hexatricontene | C_36.7_ | 0.123 | 0.443 | -0.062 | 0.058 | 0.114 | -0.012 | 0.039 | -0.039 |
| Unknown | C_38_ | 0.170 | 0.015 | 0.214 | -0.262 | -0.061 | 0.326 | 0.173 | -0.172 |
| Unknown | C_39_ | 0.161 | -0.045 | 0.034 | -0.309 | 0.122 | 0.379 | 0.278 | -0.057 |
| Unknown | C_40_ | -0.007 | 0.020 | 0.350 | 0.291 | -0.148 | 0.338 | 0.402 | -0.046 |
| Eigenvalue | | 14.515 | 3.400 | 3.255 | 1.788 | 1.148 | 1.023 | 0.836 | 0.715 |
| Percentage of total variance | | 0.468 | 0.110 | 0.105 | 0.058 | 0.037 | 0.033 | 0.027 | 0.023 |

^a^ The 31 epicuticular hydrocarbon components in *D. mojavensis* included - most identified by GCMS; Etges and Jackson (2001), based on all adults in this study reared on both host cacti (n= 224).

^b^ Equivalent chain length based on relative retention times with known standards

# Supplementary material for: Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert Drosophila
**Source:** Ecol Evol. 2016 Dec 20;7(2):619–37. doi: 10.1002/ece3.2653
**Supplement:** Supplementary file 4

Supplementary Table 3. Total structure of the first 8 canonical variates (CV) for the 31 cuticular hydrocarbons in this study. CV 1 and 2 loadings in bold correspond to the hydrocarbons that covaried (+/-) and showed significant shifts in amounts due to exposure to 15, 25, or 35 °C. See Table 4.

| Cuticular Hydrocarbon | ECL^1^ | CV 1 | CV 2 | CV 3 | CV 4 | CV 5 | CV 6 | CV 7 | CV 8 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 2-methyloctacosane | C_28.65_ | **0.356** | **0.224** | 0.075 | -0.190 | -0.136 | 0.089 | 0.175 | 0.062 |
| 2-methyltricontane | C_30.65_ | 0.033 | **0.208** | 0.006 | -0.092 | -0.178 | 0.023 | 0.094 | -0.018 |
| 7- and 9-hentricontene | C_30.78_ | **0.256** | **0.413** | 0.151 | -0.138 | -0.173 | -0.044 | 0.219 | -0.024 |
| Unknown | C_32_ | 0.022 | -0.121 | 0.033 | 0.030 | 0.059 | 0.025 | -0.044 | -0.030 |
| Unknown alkene | C_33br1_ | 0.186 | 0.126 | 0.103 | -0.163 | -0.076 | -0.012 | 0.057 | -0.051 |
| 11-and 13-methyldotricontane | C_33br2_ | 0.155 | 0.123 | 0.040 | -0.103 | -0.138 | 0.014 | 0.044 | -0.055 |
| Unknown alkene | C_33br3_ | 0.157 | -0.011 | 0.072 | -0.136 | -0.126 | 0.136 | 0.025 | -0.035 |
| 31-methyldotricont-8-ene | C_32.47_ | **0.262** | 0.049 | 0.093 | -0.039 | -0.252 | 0.045 | 0.113 | -0.120 |
| 31-methyldotricont-6-ene | C_32.56_ | **0.224** | 0.128 | 0.150 | -0.083 | -0.020 | -0.042 | -0.122 | -0.089 |
| 8,24-tritricontadiene | C_32.63_ | 0.163 | 0.141 | 0.113 | -0.190 | -0.073 | 0.014 | 0.242 | -0.081 |
| 7,25-tritricontadiene | C_32.70_ | **0.286** | **0.353** | 0.230 | -0.067 | -0.172 | -0.027 | 0.122 | 0.103 |
| 10-, 12-, and 14-tritricontene | C_32.79_ | 0.115 | 0.158 | 0.082 | -0.216 | -0.132 | 0.025 | 0.051 | -0.100 |
| Unknown | C_32.86_ | 0.176 | **-0.209** | 0.091 | -0.013 | 0.046 | -0.065 | 0.006 | 0.038 |
| 8,26-tetratricontadiene | C_34diene1_ | 0.162 | **0.301** | 0.058 | -0.044 | -0.010 | 0.098 | 0.251 | 0.054 |
| 6,24- and 6,26-tetracontadiene | C_34diene2_ | **0.288** | **0.306** | 0.169 | -0.101 | -0.029 | 0.122 | 0.080 | -0.051 |
| 10-, 12-, and 14 tetretricontene | C_34ene_ | **0.187** | **0.411** | 0.202 | -0.072 | 0.022 | 0.098 | 0.100 | -0.085 |
| 33-methlytetratricont-10-ene | C_35alk1_ | **0.165** | 0.075 | 0.053 | -0.132 | -0.159 | 0.041 | 0.146 | 0.089 |
| 33-methlytetratricont-8-ene | C_35alk2_ | 0.108 | 0.037 | 0.067 | -0.028 | -0.158 | -0.037 | 0.188 | 0.078 |
| Unknown alkene | C_35alk3_ | 0.085 | 0.017 | 0.084 | 0.023 | -0.146 | -0.003 | 0.118 | -0.011 |
| 9,25-pentatricontadiene | C_34.59_ | **0.251** | 0.147 | 0.137 | -0.175 | -0.092 | 0.114 | 0.093 | 0.089 |
| 8,26-pentatricontadiene | C_34.66_ | **0.262** | **0.288** | 0.015 | -0.042 | -0.183 | 0.002 | 0.112 | -0.024 |
| 7,27-pentatricontadiene | C_34.73_ | 0.043 | **0.362** | 0.032 | -0.074 | -0.189 | -0.049 | 0.192 | 0.091 |
| Unknown alkene | C_36a_ | 0.152 | **0.236** | 0.094 | -0.060 | -0.084 | 0.130 | 0.118 | 0.014 |
| Unknown alkene | C_36b_ | 0.018 | **0.432** | 0.056 | 0.050 | -0.115 | 0.260 | 0.262 | 0.044 |
| 35-methylhexatricont-10-ene | C_37br_ | 0.076 | 0.140 | 0.075 | 0.044 | -0.055 | 0.130 | 0.128 | 0.044 |
| 9,27-heptatricontadiene | C_36.5_ | 0.142 | 0.183 | 0.052 | 0.122 | -0.135 | 0.140 | 0.169 | 0.105 |
| 8,28-heptatricontadiene | C_36.6_ | 0.075 | 0.192 | 0.031 | 0.101 | -0.215 | 0.226 | 0.271 | -0.022 |
| 14-, 16-, and 12-hexatricontene | C_36.7_ | -0.014 | **0.225** | -0.002 | -0.061 | -0.036 | 0.056 | 0.141 | -0.006 |
| Unknown alkene | C_38_ | 0.132 | **0.615** | 0.187 | 0.058 | 0.168 | 0.211 | 0.242 | 0.065 |
| Unknown alkene | C_39_ | **0.205** | 0.273 | 0.265 | 0.167 | -0.301 | 0.143 | 0.167 | -0.017 |
| Unknown alkene | C_40_ | -0.107 | 0.184 | 0.012 | 0.082 | -0.074 | 0.102 | 0.151 | 0.006 |

^1^ Equivalent chain length for each hydrocarbon component.

# Supplementary material for: Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert Drosophila
**Source:** Ecol Evol. 2016 Dec 20;7(2):619–37. doi: 10.1002/ece3.2653
**Supplement:** Supplementary file 10

Supplementary Table 9. Gene ontology and enrichment for the effects of Cactus X Temperature interactions on gene expression differences in female *D. mojavensis* in this study. All functional clustering was based on genes with FDR P < 0.01 for each treatment effect.

| Comparison | | No. Genes  (No. Annotated) | GOTerm | Enrich score |
| --- | --- | --- | --- | --- |
| 1. Cactus X Temperature | | 4837 (3536)^1^ | 1. peptidase activity, serine hydrolase  2. peptidase inhibitor activity  3. tetrapyrrole binding, heme binding  4. lysosome, glycan degradation  5. response to heat  6. aminoglycan metabolic process  7. exopeptidase activity  8. extracellular PGRP | 12.8****  9.7****  9.7****  3.2***  2.9**  2.9**  2.2**  1.5* |
| Agria - 15° > Agria - 25°  Agria - 15° < Agria - 25° | | 93 (76)  41 (26) | 1. chorion  2. peptidase inhibitor activity  3. nucleotide biosynthesis  *none* | 4.7***  3.0**  1.3*  - |
| Agria - 15° > Agria - 35°  Agria - 15° < Agria - 35° | 279 (215)  147 (120) | 1. endopeptidase inhibitor activity  2. tetrapyrrole binding, P-450 gene activity  3. pheromone, odorant binding  4. aminoglycan metabolic process  1. Heat shock protein Hsp20 | 6.2****  1.7*  1.4 *  1.3*  3.7*** |  |
| Agria - 25° > Agria - 35°  Agria - 25° < Agria - 35° | 116 (89)  90 (70) | 1. tetrapyrrole binding, P-450 gene activity  2. lipase, hydrolase  1. Heat shock protein Hsp20 | 1.5*  1.4*  4.2*** |  |
| Agria - 15° > Organ pipe - 25°  Agria - 15° < Organ pipe - 25° | 459 (333)  28 (13) | 1. endopeptidase inhibitor activity  2. peptidase activity, serine hydrolase  3. peptidoglycan recognition protein, PGRP-S  4. glycoside hydrolase  5. CHK kinase-like  6. amino acid transport and metabolism  7. metallopeptidase activity  1. vitelline membrane, chitin metabolism | 5.1****  2.9**  2.4**  2.4**  2.2**  2.1**  1.8*  - |  |
| Agria - 15° > Organ pipe - 35°  Agria - 15° < Organ pipe - 35° | | 683 (531)  76 (59) | 1. endopeptidase inhibitor activity  2. tetrapyrrole binding, P-450 gene activity  3. proteinase inhibitor I1, Kazal  4. peptidase activity, serine hydrolase  5. juvenile hormone binding protein  6. CHK kinase-like  7. exopeptidase activity  1. heat shock protein Hsp20 | 11.0****  4.0***  3.9***  3.1***  2.9**  2.0*  1.6*  4.7**** |
| Agria - 25° > Organ pipe - 15°  Agria - 25° < Organ pipe - 15° | | 72 (51)  66 (52) | 1. tetrapyrrole binding, P-450 gene activity  1. chorion | -  5.2**** |
| Agria - 25° > Organ pipe - 25°  Agria - 25° < Organ pipe - 25° | | 80 (60)  0 | 1. peptidase activity, serine hydrolase | 2.4** |
| Agria - 25° > Organ pipe - 35°  Agria - 25° < Organ pipe - 35° | | 466 (364)  37 (31) | 1. peptidase S1A, chymotrypsin  2. tetrapyrrole binding, P-450 gene activity  3. pheromone/odorant binding protein  4. CHK kinase-like  5. sugar transmembrane transporter  6. endopeptidase inhibitor activity  7. juvenile hormone binding protein  1. heat shock protein Hsp20  2. heat shock protein Hsp70 | 4.6****  4.3****  3.1***  2.8**  2.4**  2.3**  2.0**  5.4****  1.1 |
| Agria - 35° > Organ pipe - 15°  Agria - 35° < Organ pipe - 15° | | 259 (211)  159 (123) | 1. heat shock protein Hsp20  2. endopeptidase activity  3. $\alpha$ amylase domain, glycosyl hydrolase  4. metalloendopeptidase activity  5. tetrapyrrole binding, P-450 gene activity  1. endopeptidase inhibitor activity | 4.3****  3.3***  3.0***  2.2**  2.1**  4.2**** |
| Agria - 35° > Organ pipe - 25°  Agria - 35° < Organ pipe - 25° | | 364 (269)  25 (15) | 1. endopeptidase activity  2. Heat shock protein Hsp20  3. lysosome, glycan degradation  4. Peptidoglycan recognition protein, PGRP-S  5. serine protease  6. metalloendopeptidase activity  7. $\alpha$ amylase domain, glycosyl hydrolase  *none* | 6.6****  5.3****  3.7***  2.5**  2.3**  1.9*  1.6* |
| Organ pipe - 15° > Organ pipe - 25°  Organ pipe - 15° < Organ pipe - 25° | | 508 (392)  23 (13) | 1. endopeptidase inhibitor activity  2. tetrapyrrole binding, P-450 gene activity  3. juvenile hormone binding protein  4. proteinase inhibitor I1, Kazal  5. metallopeptidase activity  1. vitelline membrane | 7.7****  2.8**  2.4**  2.2**  2.0**  - |
| Organ pipe - 15° > Organ pipe - 35°  Organ pipe - 15° < Organ pipe - 35° | | 347 (267)  81 (67) | 1. endopeptidase inhibitor activity  2. tetrapyrrole binding, P-450 gene activity  3. proteinase inhibitor I1, Kazal  4. endopeptidase activity  5. Juvenile hormone binding protein  6. metalloendopeptidase activity  1. Heat shock protein Hsp20  2. oxidation reduction, heme binding | 8.2****  2.3**  2.3**  2.1**  1.6*  1.5*  4.7****  1.6* |

* P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001

^1^ There were 1368 unique genes that exceeded 1.5 X fold change

# Supplementary material for: Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert Drosophila
**Source:** Ecol Evol. 2016 Dec 20;7(2):619–37. doi: 10.1002/ece3.2653
**Supplement:** Supplementary file 12

Supplementary Table 11. Gene ontology and enrichment for the effects of Region X Temperature interactions on gene expression differences in female *D. mojavensis* in this study. All functional clustering was based on genes with FDR P < 0.01 for each treatment effect.

| Comparison | | No. Genes  (No. Annotated) | GOTerm | Enrich score |
| --- | --- | --- | --- | --- |
| 1. Region X Temperature | | 1124 (789) | 1. tetrapyrrole binding, heme binding  2. peptidase activity, serine hydrolase  3. endopeptidase inhibitor activity  4. aminoglycan metabolic process  5. response to heat  6. vitamin B6 binding | 7.6****  6.2****  5.7****  2.6**  2.3**  1.6* |
| Baja - 15° > Baja - 25°  Baja - 15° < Baja - 25° | | 302 (235)  121 (88) | 1. endopeptidase inhibitor activity  2. amino acid transport and metabolism  3. aminoglycan metabolic process, chitin  4. P-450 gene activity  *none* | 2.7**  2.0**  1.7*  1.4* |
| Baja - 15° > Baja - 35°  Baja - 15° < Baja - 35° | 1168 (932)  563 (417) | 1. endopeptidase inhibitor activity  2. tetrapyrrole binding, P-450 gene activity  3. CHK kinase-like  4. cellular retinaldehyde binding/alpha- tocopherol transport  5. proteinase inhibitor I2, Kazal type  6. juvenile hormone binding protein  7. hexose metabolic process  8. glutathione S-transferase  1. heat shock protein Hsp20  2. heat shock protein Hsp70  3. zinc finger, C2H2-type  4. zinc ion binding  5. lipid catabolism | 6.5****  4.3****  2.9**  2.7**  2.4**  2.2**  2.2**  1.6*  3.2***  2.7**  2.2**  1.9*  1.6* |  |
| Baja - 25° > Baja - 35°  Baja - 25° < Baja - 35° | 824 (676)  385 (276) | 1. tetrapyrrole binding, P-450 gene activity  2. ribosome  3. NAD(P)-binding domain, glucose dehydrogenase  4. endopeptidase inhibitor activity  5. juvenile hormone binding protein  6. CHK kinase-like  1. heat shock protein Hsp20  2. heat shock protein Hsp70 | 4.2****  3.9***  3.2***  2.5**  2.4**  2.1**  5.2****  2.9*** |  |
| Baja - 15° > Mainland - 15°  Baja - 15° < Mainland - 15° | 206 (134)  157 (86) | 1. acyltransferase 3  2. exopeptidase activity  3. NAD(P)-binding domain, glucose dehydrogenase  1. tetrapyrrole binding, P-450 gene activity  2. glutathione S-transferase | 2.3**  1.6*  1.4**  2.0**  1.5* |  |
| Baja - 15° > Mainland - 25°  Baja - 15° < Mainland - 25° | | 801 (556)  450 (271) | 1. peptidase M13  2. proteinase inhibitor I2, Kunitz  3. transmembrane helix  4. peptidase S1A, chymotrypsin-type  5. metalloprotease  6. C-type lectin fold  7. amino acid biosynthesis  8. secreted lipase  9. serpins  1. glycosyltransferase | 3.0***  2.4**  2.0**  1.8*  1.5*  1.5*  1.5*  1.5*  1.5*  2.6** |
| Baja - 15° > Mainland - 35°  Baja - 15° < Mainland - 35° | | 1199 (875)  751 (539) | 1. cytochrome P-450 gene activity  2. proteinase inhibitor I2, Kunitz  3. transmembrane helix  4. peptidase M13  5. cellular retinaldehyde binding/alpha- tocopherol transport  6. acyltransferase 3  7. secreted lipase  1. heat shock protein Hsp20  2. glutathione S-transferase  3. glycosyltransferase  4. protein folding, chaperone DnaJ  5. heat shock protein 70 | 4.2****  3.3***  2.6**  2.4**  2.4**  2.3**  1.6*  3.9***  2.4**  2.3**  1.9*  1.9* |
| Baja - 25° > Mainland - 15°  Baja - 25° < Mainland - 15° | | 466 (281)  416 (310) | 1. metalloendopeptidase activity  2. juvenile hormone binding protein  1. cytochrome P-450 gene activity  2. endopeptidase inhibitor activity  3. CHK kinase-like  4. glutathione S-transferase | 2.0**  1.6*  3.2***  2.9**  2.2**  1.9* |
| Baja - 25° > Mainland - 25°  Baja - 25° < Mainland - 25° | | 257 (174)  179 (110) | 1. peptidase activity, serine hydrolase  2. NAD(P)-binding domain  1. glutathione S-transferase | 2.9**  1.5*  2.3** |
| Baja - 25° > Mainland - 35°  Baja - 25° < Mainland - 35° | | 820 (607)  558 (400) | 1. heme, cytochrome P-450  2. secreted lipase  3. ribosome  4. transmembrane helix  5. glycosyltransferase  1. heat shock protein Hsp20  2. glycosyltransferase  3. glutathione S-transferase  4. heat shock protein 70 family | 3.8***  2.5**  2.2**  2.1**  1.5*  4.6****  2.5**  2.1**  2.0** |
| Baja - 35° > Mainland - 15°  Baja - 35° < Mainland - 15° | | 806 (557)  1299 (1051) | 1. heat shock protein Hsp20  2. metalloendopeptidase activity  3. nucleotide catabolism  4. zinc ion binding  5. heat shock protein 70  1. endopeptidase inhibitor activity  2. tetrapyrrole binding, P-450 gene activity  3. glutathione S-transferase  4. CHK kinase-like  5. juvenile hormone binding protein  6. proteinase inhibitor I2, Kazal type  7. pentose shunt  8. cellular retinaldehyde binding  9. fatty acid desaturase | 2.8**  2.0**  1.6*  1.6*  1.6*  5.1****  3.7***  3.7***  3.7***  2.6**  2.1**  1.8*  1.8*  1.6* |
| Baja - 35° > Mainland - 25°  Baja - 35° < Mainland - 25° | | 746 (494)  844 (654) | 1. heat shock protein Hsp20  2. heat shock protein Hsp70  3. peptidase activity, serine hydrolase  4. metalloendopeptidase activity  1. tetrapyrrole binding, P-450 gene activity  2. juvenile hormone binding protein  3. NAD(P)-binding domain  4. endopeptidase inhibitor activity  5. ribosome/translation | 4.0****  3.1***  2.4**  2.2**  3.7***  3.1***  2.3**  2.3**  1.9* |
| Baja - 35° > Mainland - 35°  Baja - 35° < Mainland - 35° | | 229 (145)  486 (182) | 1. peptidase M13  2. aspartic peptidase  3. metallopeptidase  1. heme, Cytochrome P-450  2. glutathione S-transferase  3. glycosyltransferase | 2.8**  2.4**  1.8*  5.6****  5.2****  5.1**** |
| Mainland - 15° > Mainland - 25°  Mainland - 15° < Mainland - 25° | | 353 (266)  105 (76) | 1. proteinase inhibitor I2, Kunitz  2. amino acid biosynthesis  3. amino acid transport  1. transmembrane helix | 3.6****  2.2**  1.6*  2.1** |
| Mainland - 15° > Mainland - 35°  Mainland - 15° < Mainland - 35° | | 812 (641)  81 (67) | 1. proteinase inhibitor I2, Kunitz  2. P-450 gene activity  3. Kazal domain  1. heat shock protein Hsp20  2. glycosyltransferase  3. heat shock protein 70 family | 3.3***  3.0***  2.3**  3.4***  2.2**  1.7* |
| Mainland - 25° > Mainland - 35°  Mainland - 25° < Mainland - 35° | | 330 (270)  415 (308) | 1. cytochrome P-450  2. CRAL-TRIO domain  3. proteinase inhibitor I29  4. fatty acid metabolism  1. heat shock protein Hsp20  2. heat shock protein 70 family  3. glycoside hydrolase, superfamily | 6.1****  1.8*  1.8*  1.5*  5.2****  2.3**  1.5* |

* P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001

# Supplementary material for: Effects of temperature on transcriptome and cuticular hydrocarbon expression in ecologically differentiated populations of desert Drosophila
**Source:** Ecol Evol. 2016 Dec 20;7(2):619–37. doi: 10.1002/ece3.2653
**Supplement:** Supplementary file 14

Supplementary Table 13. Gene ontology and enrichment for the effects of Region X Cactus interaction on gene expression differences in female *D. mojavensis* in this study. All functional clustering was based on genes with FDR P < 0.01 for each treatment effect.

| Comparison | | No. Genes  (No. Annotated) | GOTerm | Enrich score |
| --- | --- | --- | --- | --- |
| 1. Region X Cactus | | 3999 (2711) | 1. peptidase, proteolysis  2. tetrapyrrole binding, P-450 gene activity  3. peptidoglycan recognition proteins, microbial immunity | 12.6****  4.5****  1.7* |
| BC^1^ -Agria > BC Organ pipe  BC-Agria < BC Organ pipe | | 1127 (784)  192 (121) | 1. membrane  2. Immunoglobulin domain  3. glycosylation, signal peptide  4. neuron development  5. epithelial cell migration, open tracheal system development  6. ion transport  7. imaginal disc development  8. amino acid transport  9. leucine-rich repeat, protein binding  10. salivary gland development  1. histone, nucleosome assembly  2. cuticle protein | 15.7****  5.8****  5.6****  5.3****  5.0****  4.9***  4.5***  4.1***  3.7**  3.6**  3.0**  14.7****  1.6** |
| BC-Agria > Mainland-Agria  BC-Agria < Mainland-Agria | 447 (273)  347 (203) | 1. membrane  2. amino acid transport  3. ion transport  4. leucine-rich repeat, protein binding  5. metalloendopeptidase activity  6. signal peptide  7. Toll signaling pathway  1. Glutathione S-transferase  2. tetrapyrrole binding, P-450 gene activity  3. CHK kinase-like  4. endopeptidase inhibitor activity | 2.7**  2.4**  2.1**  1.7*  1.6*  1.5*  1.5*  4.4***  2.8**  1.4*  1.4* |  |
| BC-Organ pipe > Mainland-Agria  BC-Organ pipe < Mainland-Agria | 290 (170)  750 (584) | 1. nucleosome assembly  1. tetrapyrrole binding, P-450 gene activity, secondary metabolites biosynthesis  2. CHK kinase-like  3. Glutathione S-transferase  4. juvenile hormone binding protein  5. Glucose/ribitol dehydrogenase  6. transmembrane function  7. leucine-rich repeat, protein binding  8. pyridoxal phosphate binding  9. serine-type endopeptidase activity  10. sugar transporter | 4.0***  6.9****  5.3****  5.3****  3.7***  3.5***  2.8**  2.6**  2.3**  2.1**  2.0** |  |
| BC-Agria > Mainland-Organ pipe  BC-Agria < Mainland-Organ pipe | 1918 (1380)  951 (619) | 1. ATP synthesis  2. immunoglobulin-like  3. transmembrane  4. ion transport  5. neurotransmitter binding, synapse  6. signal peptide  7. neuron development  8. extracellular matrix  9. Fibronectin, type III  10. glycoprotein  1. DNA repair  2. DNA replication  3. mitosis  4. WD40 repeat 2  5. ATP binding  6. tRNA aminoacylation  7. zinc finger binding | 11.0****  10.1****  8.9****  6.9****  5.2****  4.2****  3.9***  3.4**  3.2**  3.1**  5.3****  3.6***  2.8**  2.5**  2.4**  2.1**  1.5* |  |
| BC-Organ pipe > Mainland-Organ pipe  BC-Organ pipe < Mainland-Organ pipe | | 314 (200)  317 (227) | 1. endopeptidase activity  2. metalloendopeptidase activity  1. P-450 gene activity, secondary metabolites biosynthesis  2. Glutathione S-transferase  3. tRNA processing  4. leucine-rich repeat, protein binding | 1.8*  1.4*  3.0***  3.0***  2.6**  1.4* |
| Mainland-agria > Mainland Organ pipe  Mainland-agria < Mainland Organ pipe | | 476 (396)  31 (25) | 1. peptidase, proteolysis, serine protease  2. oxidation reduction  3. mitochondrial oxidative phosphorylation  4. pheromone/odorant binding protein  5. CHK kinase-like  6. electron transport, mitochondria  7. exopeptidase activity  1. DNA replication, transcription, recombination | 5.7****  4.4****  3.8***  3.5***  3.5***  2.4**  2.2**  - |

* P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001

^1^ Baja California

How the deposited data were processed for this re-analysis (not part of the article)

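Gene expression was measured in adult female *D. mojavensis* from 4 populations, Punta Prieta and San Quintin in Baja California and Organ Pipe National Monument and Punta Onah on the mainland. The flies were reared on fermenting agria or organ pipe cactus and exposed to 15, 25, or 35°C for 12 hr, and RNA came from groups of about 30 females. Conditions and replicate numbers were taken from the sample labels. The deposited series holds 97 arrays in 24 groups, 4 arrays in 23 of them and 5 in Punta Prieta flies reared on agria at 35°C. In flies from Organ Pipe National Monument reared on organ pipe cactus at 35°C, 2 arrays carry the label of replicate 3 and none carries that of replicate 2, and both were kept under that label. The cuticular hydrocarbon data of the study are not part of the deposited series and were not analyzed.

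The authors hybridized Cy3-labeled cDNA to NimbleGen one-color microarrays designed on the *D. mojavensis* genome, quantile-normalized the spot intensities across arrays in NimbleScan, and summarized the probes of each transcript with RMA. The deposited values are the resulting log2 values of the authors, 1 per transcript and array for 14528 transcripts, not centred by transcript. Neither raw intensities nor background values are part of them, so that background correction and signal over background could not be examined. No further normalization or filter was applied for the results given at the claims.

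For each transcript, limma 3.58.1 in R 4.3.3 was used to fit 1 mean for each of the 24 combinations of population, cactus, and temperature (lmFit and eBayes, 73 residual degrees of freedom). A region was the equally weighted mean of its 2 populations, and every other factor level was likewise an equally weighted mean of its groups. All pairwise comparisons of the levels of each factor and of each combination of factors were tested, as the paper counts them, and the p-values were adjusted together by the Benjamini-Hochberg method over all comparisons and transcripts, with a threshold of 0.01. Counts for a factor with more than 2 levels, or for a combination of factors, are of unique transcripts with at least 1 pairwise comparison past the threshold. A change of at least 1.5 times, the paper's second filter, was counted separately. In addition, 7 interaction terms were tested with moderated F tests of the interaction contrasts, adjusted within each term. Standard deviations are over the arrays named. Beside each adjusted p stands the number of combinations of the other factors whose means differ in the stated direction. The number of arrays limits the precision of every value.

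Transcripts were named by the identifiers of the deposited table and, where the paper's supplementary tables pair them with a gene or a GI name, by those. The gene table available for the species was searched for the remaining names. The genes named in the text were chosen by a rule: every gene that the paper names for the expression data and that one of these tables pairs with a transcript, and for region, cactus, and the 3 pairs of temperatures the 3 transcripts with the largest positive and the 3 with the largest negative difference past the threshold, or 2 and 2 identifiers where no table names them. Genes that the paper names by a symbol that no table pairs with a transcript were left out. The supplementary tables were available only in part, so that 4000 transcripts have a gene identifier from them. Transcripts outside this rule are marked as chosen after their values were seen.

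The test was run on simulated data, with the design and the residual variances of these arrays and 200 of the 14528 transcripts given a known difference in each of 5 comparisons. It recovered 198 for cactus, 193 for 25 against 35°C, 183 for Punta Prieta against San Quintin, 199 for the interaction of region and cactus, and 189 for the interaction of population within region and cactus, and it called 2, 0, 0, 4, and 0 of the other transcripts. All of the known differences were larger than 0.25, the median difference past the threshold between the cacti in the real data. The simulated errors were drawn independently, while those of the real arrays share components. The recovery therefore does not measure the power for smaller differences or interactions in these arrays. In other simulations, 20 data sets with additive effects of population, cactus, and temperature and no interaction were put through the same counts. The arrays were also assigned at random to 24 groups of the same sizes, with 100 assignments including the real one, or 40 for the fits with array weights. The temperature steps were also fitted with different arrays at 25°C, and region was also tested on the means of the 4 populations.

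The alternatives tried, 1 at a time, were ordinary contrasts without moderation, adjustment within each comparison, the filter of at least 1.5 times, leaving out the dimmest 25% of transcripts, quantile normalization of the deposited values again, centring each array on its median, limma's arrayWeights, leaving out each replicate number in turn, the replicate number as a block, averaging the 2 arrays that share a label, an additive model, and fitting only the arrays compared. The interquartile range of each array as a covariate and array weights estimated gene by gene were added later. Figures were drawn and tables were counted with Python 3.11.15. Enrichment of gene functions, which the paper took from external annotation, was not analysed here.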

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

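The tests of simulated data with main effects alone and of the width of the arrays with low correlations were chosen only after the results they bear on were seen. The other tests in this part were chosen earlier.

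In each group of 4 or 5 arrays, the highest and the lowest array were compared with the nearest of the others by Dixon's ratio, for the array median, the array interquartile range, and the median correlation with the other arrays. Chance alone puts about 1 in 20 groups past its critical value, or 1.2 of 24 groups for each measure. The array median of replicate 1 of Punta Prieta flies on organ pipe cactus at 35°C, 9.95, lay below that of the other 3 arrays, and the interquartile range of replicate 3 of Punta Onah flies on agria at 35°C, 2.79, lay below 3.14, the nearest of its group. With 1 of 24 groups for each, these measures give no more than chance would, and no explanation was tested for them.

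The correlation with the other arrays was out of place in 6 of 24 groups. It was 0.964 for replicate 3 of Punta Onah on agria at 35°C, 0.954 for replicate 3 of Punta Onah on organ pipe cactus at 25°C, 0.969 for replicate 3 of Punta Prieta on agria at 15°C, 0.974 for replicate 1 of Punta Prieta on agria at 25°C, 0.930 for replicate 2 of Punta Prieta on organ pipe cactus at 25°C, and 0.904 for replicate 4 of Punta Prieta on organ pipe cactus at 35°C, each the lowest of its group. A wrong temperature label is argued against, since over the transcripts that differed between temperatures 6 of 6 arrays correlated best with the mean of their own temperature, as did all 97 arrays. A wrong population label stays open for 2 of them. Over the transcripts that differed between populations, 4 of 6 correlated best with their own population, and the other 2, both from Punta Prieta, correlated best with San Quintin. Of all 97 arrays, 76 correlated best with their own population, and 15 arrays of Punta Prieta or San Quintin were closest to the other of these populations. For the 2 arrays, a wrong label and the similarity of these populations therefore cannot be told apart. Over the transcripts that differed between the cacti, 5 of 6 correlated best with their own cactus. Replicate 3 of Punta Onah on agria at 35°C was closest to organ pipe cactus. Only 68 of all 97 arrays correlated best with their own cactus, so that a wrong cactus label cannot be judged for that array. Whether a different width of the log2 distribution shares a source with the low correlations could not be decided. A correlation does not depend on width itself, so that rescaling the arrays could hardly change it. Quantile normalization applied again brought all interquartile ranges to 3.05 and left 6 of 24 groups out of place. The lowest of the 6 correlations was then 0.905 and the highest 0.974. Before it, all 6 arrays had an interquartile range at an end of their group, the narrowest in 4 groups and the widest in 2. What changed both measures stays open. The design gives no biological explanation for a single array within a group, and none was tested. The 2 lowest correlations of all 97 arrays were not among these 6. They were 0.9007 for replicate 4 of San Quintin on agria and 0.9011 for replicate 1 of San Quintin on organ pipe cactus, both at 35°C. Dixon's ratio was not past its critical value for them, although their interquartile ranges, 2.51 and 2.52, were the narrowest of all arrays.

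The response to cactus differed between the populations of a region in 13 transcripts (limma moderated F test of the interaction, threshold 0.01). In all 13, the mean in Organ Pipe National Monument was higher on agria and that in Punta Onah was higher on organ pipe cactus, while in Punta Prieta and San Quintin all 13 were higher on agria. The lowest adjusted p in limma was 0.00121, shared by FBtr0175044, with log2 differences of agria from organ pipe cactus of 0.79 in Organ Pipe National Monument and -0.52 in Punta Onah, and FBtr0166513, with 0.67 and -0.65. Both were chosen after their values were seen. Only 2 of 100 random splits of the arrays into groups of the same sizes, the real one included, gave as many, and the largest number was 25. This share is not adjusted for the 7 interaction tests, and the splits also move the main effects into the spread within groups, so that chance is not excluded. Main effects alone are argued against, since the highest number over 20 simulations with them was 0. The width of the log2 distribution is argued against, since 12 of 13 transcripts stayed past the threshold after quantile normalization was applied again, and 10 of 13 did so with each array centred on its median. What also stays open is that the arrays of 1 replicate number carry the result. Without replicate 1 and without replicate 4, 0 of 13 transcripts stayed past the threshold in limma (722 and 1262 transcripts in all had an unadjusted p under 0.05), while 11 of 13 stayed without replicate 2 and 4 of 13 without replicate 3. Fewer arrays per group also lower the power of the test, and the smallest number over the leave-outs, 0, does not separate this from an effect of those arrays. A difference in host use between the mainland populations, which the design names, stays open too, and it was not tested apart from this interaction.

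The response to temperature differed between the populations of a region in 5 transcripts (limma, threshold 0.01). The signed log2 difference of 35 from 15°C was higher in Organ Pipe National Monument than in Punta Onah in all 5, while the size of the change was larger there in 2 of 5, and 2 of 5 changed in opposite directions. The lowest adjusted p, 1.37e-05 in limma, was that of FBtr0161226, with a log2 difference of 1.82 in Organ Pipe National Monument, 0.17 in Punta Onah, 0.84 in Punta Prieta, and 0.83 in San Quintin. The others were FBtr0167284, FBtr0169307, FBtr0162645 (GI11920), and FBtr0173338, and all 5 were chosen after their values were seen. Of 100 splits, the real one included, 3 gave as many, and the largest number was 465. This share is not adjusted for the 7 interaction tests either, and the same limit of the splits holds, so that chance is not excluded. Main effects alone gave 0 in each of 20 simulations, which argues against them. The width of the log2 distribution is argued against by 5 of 5 transcripts staying past the threshold after quantile normalization was applied again. Arrays of 1 replicate number as the whole cause are argued against, as at least 1 of 5 transcripts stayed past the threshold in every leave-out. With replicate 2 or replicate 3 left out that number was 1, with replicate 4 it was 2, and with replicate 1 it was 3. A candidate explanation left by these tests, beside chance, is a difference in temperature response between the populations of a region. It is a hypothesis, since it was found and tested on the same arrays.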

How the results depend on the processing

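The settings at the claims and all but 2 of the alternatives were chosen before the data were examined. The interquartile range of each array as a covariate and array weights estimated gene by gene were chosen after seeing the data, as were the alternatives for the overlaps between comparisons. Nothing in this part is a test of a cause.

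The 25 main results, 18 counts of transcripts in pairwise comparisons and 7 interaction tests, had 398 values under the alternatives. Of these, 278 stayed within 1.5 times of the count reported and 120 moved farther. All 25 stayed within 1.5 times with ordinary contrasts, with quantile normalization applied again, with each array centred on its median, with the arrays labelled replicate 3 averaged, and without replicate 5, which exists in a single group, and so did the 7 results that the additive model gives. With the replicate block all 25 did too, region having 1414 transcripts, cactus 2488, temperature 3182, and Punta Prieta against San Quintin 191. The interaction tests have no value under adjustment within each comparison or the filter of at least 1.5 times, which do not apply to them.

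The 71 pairs of a named gene and a comparison kept their direction under every alternative in which they were computed, and 43 of them also stayed on the same side of the threshold. Of their 1228 values, 75 lost the call and 17 gained it. The filter of at least 1.5 times removed the call of 20 pairs, which follows from its construction, and leaving out replicate 1 that of 13.

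Adjustment within each comparison gave 70 transcripts for Punta Prieta against San Quintin and 3849 for cactus. In the fit of only the arrays compared, Punta Prieta against San Quintin had 22 and 15 against 25°C had 1326. Without the dimmest 25% of transcripts, the interaction of population within region and temperature was called in 11. The adjustment within each comparison changes only the p-values, while the other settings have fewer arrays or transcripts by construction. The cause was not tested beyond this.

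The filter of at least 1.5 times lowered counts by its construction, to 113 for region, 15 for Punta Prieta against San Quintin, 92 for Organ Pipe National Monument against Punta Onah, 143 for 15 against 25°C, 164 for 25 against 35°C, 409 for 15 against 35°C, 470 for temperature, 345 for population, and 6 for cactus. For combined factors it gave 467 for region with cactus, 1126 for region with temperature, 2113 for population with cactus, 3029 for population with temperature, 1385 for temperature with cactus, and 3390 for region with temperature and cactus, and 21 transcripts changed in both temperature steps.

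Array weights raised most counts, and the cause was not tested. They gave 3659 for region, 1250 for Punta Prieta against San Quintin, 2042 for Organ Pipe National Monument against Punta Onah, 3037 for 15 against 25°C, 4904 for 25 against 35°C, 4923 for 15 against 35°C, 7452 for temperature, 6980 for population, and 8914 for cactus. Combined factors had 11090 (region with cactus), 9922 (region with temperature), 12800 (population with cactus), 12915 (population with temperature), 12551 (temperature with cactus), 13491 (region with temperature and cactus), and 14408 (population with temperature and cactus), both temperature steps had 1320, and 14459 transcripts passed in any comparison. The interaction tests called 687 for region with cactus, 96 for region with temperature, 1900 for population within region with cactus, 3190 for population within region with temperature, 38 for temperature with cactus, and 2 for population within region with temperature and cactus. The estimated weights ran from 0.00272 to 277, a range in which a single array can decide the mean of its group. The estimation also ended with a warning about its tolerance.

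Weights estimated gene by gene, which ran from 0.0616 to 4.47, gave 3459 for region, 1197 for Punta Prieta against San Quintin, 1762 for Organ Pipe National Monument against Punta Onah, 2614, 4675, and 4578 for 15 against 25, 25 against 35, and 15 against 35°C, 6950 for temperature, 6644 for population, and 8147 for cactus. Combined factors had 10350, 9208, 12077, 12237, 11916, 12934, and 14045, in the same order as above, both steps 1153, and any comparison 14237. The interaction tests called 21, 37, 1484, and 1916 for region with cactus, region with temperature, and population within region with cactus and with temperature, and 1 for temperature with cactus. The cause was not tested.

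With the interquartile range as a covariate, region had 2492 transcripts, Punta Prieta against San Quintin 378, Organ Pipe National Monument against Punta Onah 965, population 4049, cactus 3808, and region with cactus 6140. The interaction tests called 5 for region with temperature, 38 for population within region with cactus, and 24 for population within region with temperature. The cause was not tested.

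Leaving out 1 replicate number in every group lowered most counts, the replicate number at each end being given in parentheses. Region ran from 784 (1) to 1468 (5), Punta Prieta against San Quintin from 41 (1) to 211 (5), Organ Pipe National Monument against Punta Onah from 244 (1) to 575 (5), 15 against 25°C from 486 (3) to 909 (4), 25 against 35°C from 993 (3) to 1854 (5), 15 against 35°C from 1745 (3) to 2618 (5), cactus from 949 (1) to 2554 (5), population from 1220 (1) to 2533 (5), and temperature from 2039 (3) to 3263 (5). Region with cactus ran from 1983 (1) to 4169 (4), region with temperature from 2640 (3) to 4211 (5), population with cactus from 2417 (1) to 5623 (5), population with temperature from 3360 (1) to 5729 (5), temperature with cactus from 2891 (3) to 4972 (4), region with temperature and cactus from 3307 (3) to 5899 (4), population with temperature and cactus from 4043 (1) to 7871 (5), both temperature steps from 111 (3) to 252 (5), and any comparison from 5761 (1) to 9408 (5). The interaction tests ran from 0 (1 and 4) to 26 (2) for population within region with cactus, from 2 (2 and 4) to 5 (5) for population within region with temperature, and from 0 to 1 (1) for region with temperature, and the other 4 called 0 in every leave-out. Fewer arrays are in each of these fits by construction. Leaving out replicate 1, 2, 3, or 4, each present in nearly every group, moved 16, 9, 15, and 3 of the 25 results by more than 1.5 times, and the cause was not tested.

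The split between directions depended on the scaling of the arrays more than the counts did. Of the transcripts that differed between the cacti, the share higher on agria, 85.6% at the claim, was 72.3% with quantile normalization applied again, 57.2% with the interquartile range as a covariate, 75.0% in the additive model, 69.0% with adjustment within each comparison, 97.5% without replicate 3, 41.1% with weights gene by gene, and 40.7% with array weights. With each array centred on its median the directions were level, at 1366 and 1367. For Punta Prieta against San Quintin the larger number passed to San Quintin under both other scalings. The split between 15 and 25°C stayed toward 15°C under both of them, with 551 to 394 under median centring, and turned with array weights, to 1441 higher at 15°C and 1596 at 25°C.

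Overlaps between comparisons ranged widely. The number of transcripts past the threshold for both region and cactus ran from 1 with the filter of at least 1.5 times to 2364 with array weights, for both region and temperature from 21 to 1996, and for both cactus and temperature from 1 to 4603, under the same settings. The number past it only in comparisons of combined factors ran from 1576 with array weights to 5935 with the filter of at least 1.5 times. The cause was not tested beyond the construction of the filter.

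Background intensities were not analysed here, so that signal over background is unknown and the precision of dim transcripts could not be judged. Leaving out the dimmest 25% moved 1 of the 25 results by more than 1.5 times.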

Differences from the paper's values

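All comparisons with the paper's values use settings chosen before the data were examined, except where a sentence says otherwise, and the reading of Fig. 2 in both orders was chosen after its values were seen. Of 138 counts and percents that the paper states, 11 differ by more than 1.5 times from the value computed from the deposited arrays or stand beside a count of 0. None of the 40 counts in Table 5 does, the largest ratio there being 1.04. Each was also set against 14 alternatives set before the data were examined.

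For transcripts that changed in both temperature steps, the legend of Table 6 states a filter of more than 1.5 times beside the threshold. The paper's values are 45 for down and then up, 52 for up and then down, 34 for up in both, and 128 for down in both, and with that filter 3, 10, 0, and 8 were found here in limma. The 4 differ under all 14 alternatives. With the threshold alone, the limma counts were 44, 49, 35, and 125, which lie within 1.5 times of the paper's.

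Greater expression on the mainland at more than 1.5 times is given by the paper for 687 genes, against 61 transcripts here, and this differs under all 14 alternatives. With the threshold alone there were 670. For genes that differ among populations by more than 1.5 times, the running text of the paper gives 745 and 345 unique transcripts were counted here, again under all 14 alternatives a difference. The paper's Table 5 has 745 as the number of pairwise differences of that size, 744 here, and 348 as the number of unique genes. For region with cactus, the running text gives 3999 with the filter, and 467 unique transcripts passed here, a difference under all 14 alternatives. Table 5 has 3999 without the filter, where 4046 passed here, and 466 with it.

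For the mainland against Baja California at 35°C, the paper's Table S11 gives 486 genes higher on the mainland, and 251 transcripts were found here. All 14 alternatives set before the data were examined differ from the paper's value. The number in both directions together was 479, and 485 with ordinary contrasts. With the interquartile range of each array as a covariate, an alternative chosen after seeing the values, 485 were higher on the mainland, and of the 14508 transcripts and comparisons that the available part of the paper's supplementary tables lists as past the threshold, that setting drops 560, against 196 without it (6 and 23 of the 1999 listed for region with temperature, which include 0 of this comparison).

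In the same table, the paper's value for genes higher at 35 than at 15°C on the mainland is 81, and 519 transcripts were found here. Only the requirement of at least 1.5 times, with 121, comes within 1.5 times of the paper's value, and the other 13 alternatives set before the data were examined do not.

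Table S9 was compared with counts of transcripts past both the threshold and 1.5 times. The paper's value for genes higher on organ pipe cactus than on agria at 25°C is 0, and 1 transcript was found here. The count was 0, as in the paper, with ordinary contrasts and without replicate 2, 3, or 4, and it was not under the other 10 alternatives set before the data were examined (limma, 90 transcripts with the threshold alone). The paper's value for genes higher at 15 than at 25°C on organ pipe cactus is 508, against 162 here, which differs under all 14 alternatives. With the threshold alone the count was 501.

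Within Baja California, the paper's Table 7 assigns the larger number of genes to San Quintin. Here 85 transcripts were higher in Punta Prieta and 73 in San Quintin. San Quintin had the larger number with quantile normalization applied again (75 in Punta Prieta and 114 in San Quintin), with each array centred on its median (84 and 93), with the filter of at least 1.5 times (4 and 11), without replicate 2 (19 and 58), and in the fit of only the arrays compared (9 and 13). With ordinary contrasts the split was 81 in Punta Prieta and 72 in San Quintin, which are the paper's 2 counts with the populations exchanged.

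For the downregulation from 25 to 35°C, the paper names GI10103 as the gene with the greatest decrease. In limma 8 transcripts past the threshold, annotated or not, fell by more. The paper states that the *phantom* ortholog, with 3 others, was upregulated at 15°C against 25 or 35°C. It was higher at 15 than at 35°C here, while between 15 and 25°C its difference was -0.29, not past the threshold, and it was lower at 15°C under every alternative tried. The paper lists Obp19a among genes with greater expression in Punta Prieta. Its difference was 0.04 here, and 0 of the alternatives called it.

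The legend of Fig. 2 describes all its genes as differing by more than 1.5 times. Taken in the order in which the genes are printed, the bars lay within 0.03 of the log2 differences computed here for 5 of 43 genes (r = 0.333 across genes, which are not independent replicates), and 23 of those genes passed the threshold in the comparison drawn, 21 of them with at least 1.5 times. Taken in the opposite order, 43 of 43 lay within 0.03, all 43 passed the threshold, and 26 differed by at least 1.5 times. The first bar, about 0.97 in Fig. 2, read by eye, stands at GI11126, for which the difference was 0.11, while GI23804, at the other end of the list, had 0.97. The third bar, about -1.6 in Fig. 2, read by eye, stands at GI11500 with -0.38, and GI17776 had -1.58.

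The discussion of the paper states a larger share of the transcriptome for the direct influence of temperature than the 22.4% of transcripts that passed the threshold here in a comparison of temperatures alone. The paper counts transcripts that differ among combinations of factors as interactions. In limma tests of the interaction contrasts, 0 transcripts passed for region with cactus, region with temperature, and temperature with cactus (908, 453, and 430 with an unadjusted p under 0.05, and 862, 452, and 465 in ordinary F tests, which also gave 0 past the threshold), and 0 passed for both interactions of 3 factors. With array weights, 687, 96, and 38 passed for the first 3 of these, but those weights ran from 0.00272 to 277. With weights estimated gene by gene, an alternative chosen after the data were seen, 21, 37, and 1 passed. Of 20 simulations with main effects alone and such weights, 4, 1, and 3 called as many.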

Other observations

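The tests of a uniform offset of the arrays, of different arrays at 25°C in the temperature steps, of region against the populations within regions, of random splits for the first component, and of random splits with array weights were chosen only after the results they bear on were seen. The other tests in this part were chosen earlier.

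Random splits of the 97 arrays into 24 groups of the same sizes were put through the same counts. For each of the 18 counts from pairwise comparisons, 1 of 100 splits, the real one, gave a count as large. The counts are those for region, each pair of populations within a region, the 3 pairs of temperatures, cactus, and population and temperature over all pairs. The others are the 7 combinations of factors, changes in both temperature steps, and any comparison. A random grouping with no effect of any factor can thus be excluded for these counts. Each split shuffles all factors at once and moves their effects into the spread within groups. The splits therefore cannot test 1 factor with the others kept. For the 5 interaction tests in which limma called 0 transcripts, 100 of 100 splits gave as many. A count of 0 makes this certain, so that the splits cannot decide anything there.

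Pairwise comparisons of combined factors also carry the effects of single factors. In 20 simulations with additive effects of population, cactus, and temperature alone, the median number of unique transcripts past the threshold was 4924 for region with cactus (observed 4046), 5352 for region with temperature (observed 4124), 6201.5 for population with cactus (observed 5512), 6528.5 for population with temperature (observed 5594), 6561.5 for temperature with cactus (observed 4828), 7318.5 for region with temperature and cactus (observed 5807), and 8258 for population with temperature and cactus (observed 7798). The observed numbers lay within or below the range of the simulations. The simulated single-factor counts were also higher than the observed, with a median of 1793.5 for region against 1407. Even the lowest simulated count was above the observed for region (1467) and for temperature (3515 against 3254). For cactus, the observed 2464 lay within the range of 1431 to 5265. The simulations thus did not match the main effects of the data, and they cannot decide whether main effects alone account for these counts. Since the counts carry single-factor effects, they do not by themselves show an interaction. Interactions in single transcripts are not excluded by these counts, and the interaction tests address them.

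The steps from 15 to 25°C and from 25 to 35°C share the arrays at 25°C, and an error in these could make a transcript seem to change in opposite directions. The arrays of each group at 25°C were therefore divided at random into 2 sets of 2, 20 times, and the steps were fitted with the same set in both or with a different set in each. The median number of transcripts past the threshold in opposite directions was 67.5 with the same set and 55 with different sets, so that shared arrays are argued against as the whole cause. In the same direction, the medians were 96.75 and 109. A contribution of shared arrays stays open.

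Of the transcripts past the threshold, more were higher on agria than on organ pipe cactus. Over all transcripts the median difference of agria from organ pipe cactus was -0.03 on the log2 scale, and it was negative in 4 of 5 groups of transcripts formed by mean level and positive, at 0.03, in the middle one. The distributions of the arrays differed too. Within population and temperature, the median of the agria arrays was higher by 0.05 on the log2 scale on average (permutation test, 2-sided p = 1e-04, the smallest that 10000 permutations can give, adjusted p = 4e-04 over 4 measures, higher in 10 of 12 combinations). Their interquartile range was larger by 0.06 (permutation test, p = 0.0761, adjusted p = 0.101, 8 of 12), and their 90th percentile was higher by 0.01 (permutation p = 0.396, adjusted p = 0.396, 8 of 12). Their 10th percentile differed by -0.06 (permutation test, p = 0.0068, adjusted p = 0.0136, lower on agria in 10 of 12), and the value of -0.0591 argues against a uniform offset of the log2 values as the whole cause, since an offset would have raised it. A shift of the middle of the distribution stays open. With each array centred on its median the directions were level, at 1366 on agria and 1367 on organ pipe cactus. Centring moves all transcripts of an array alike, so that this split cannot tell such a shift from a response to cactus. Quantile normalization applied again also brought all array medians to 9.987, and it left 72.3% higher on agria. With array weights the larger number passed to organ pipe cactus, with 40.7% higher on agria. A different width of the log2 distribution remains open. With quantile normalization applied again the share higher on agria was 72.3%, between the 85.6% without it and an equal split, so that width and a response to cactus cannot be told apart for this share. A response of more genes to agria, which the design names, stays among the open explanations.

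Within groups, 42.5% of the variance lay on a first component and 11.0% on the second. Over the 97 arrays, the scores on the first, as deviations from group means, followed the array interquartile range (Pearson's r = 0.976, Spearman's rho = 0.964, permutation p = 1e-05 for each, the smallest that 1e+05 permutations can give, and r = 0.966 without the 2 arrays farthest from the median). They followed the array median less closely (r = 0.585, rho = 0.666, permutation p = 1e-05 for each, and r = 0.662 without the 2 farthest). These are the 2 relations computed, and the adjusted p was 1e-05 for each. The differences of the transcripts in the 7 comparisons of a single factor had correlations with the loadings of this component from -0.651 for Punta Prieta against San Quintin to 0.584 for cactus, across transcripts, which are not independent replicates. Only the one for cactus was set against random splits, and in 30 of 100 it was as large, so that chance cannot be excluded for it. Labels of hybridization batches were not used here.

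With array weights, more transcripts passed the threshold. For cactus with weights estimated gene by gene, 1 of 40 random splits, the real one, gave as many as the observed 8147, the largest number in another split being 152. A random grouping with no effect of any factor can thus be excluded for this count. These splits also shuffle all factors at once, so that they do not test cactus alone. For any comparison, the largest number in another split was 8456, against 14237 observed. In 20 simulations with main effects alone, the median number that the interaction tests called with gene-by-gene weights was 0 for each test. In the test of region and cactus, 4 of 20 simulations called as many as the 21 observed, and the highest number was 1296. In the tests of population within region with cactus and with temperature, 0 of 20 called as many as the 1484 and 1916 observed, with 1420 and 1593 as the highest numbers.

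The regions are pairs of populations, and other pairings were counted the same way. Punta Prieta and Organ Pipe National Monument against San Quintin and Punta Onah differed in 609 transcripts, and Punta Prieta and Punta Onah against San Quintin and Organ Pipe National Monument in 188, against 1407 for the regions. With 3 pairings of the 4 populations in all, no share under 0.05 can be reached, so that the regional pairing and any other cannot be told apart by their counts. When the means of the 4 populations were compared, with the spread of the populations within regions as the error (2 residual degrees of freedom), 9 transcripts passed the threshold in limma and 1623 had an unadjusted p under 0.05. Ordinary tests gave 0 and 1220, where 726.4 would be expected by chance. In the other 2 pairings, limma called 0 transcripts, with 735 and 102 at an unadjusted p under 0.05, and ordinary tests also called 0 (634 and 345 unadjusted). The 9 argue against differences between populations within regions as the source of every regional difference, in limma only, and for the other transcripts the question stays open.

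Of the 97 arrays, 68 correlated best with the mean of their own cactus, over the transcripts that differed between the cacti. The replicate numbers did not pair the arrays. Residuals of arrays with the same number in different groups had a mean correlation of -0.00925, against 0.00607 for those with different numbers. The 2 arrays labelled replicate 3 in flies from Organ Pipe National Monument on organ pipe cactus at 35°C had a mean squared difference of 0.0590, number 20 of 148 pairs of arrays within groups from the smallest, and the smallest of those pairs had 0.0321. They are no closer than some pairs with different labels.

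The available part of the paper's supplementary tables lists 14508 estimates for transcripts of the array. All lay within 0.001 of the differences computed here, the largest gap being 5e-05, and 0 had the opposite sign. Of them, 14312 passed the threshold in limma. With ordinary contrasts in place of limma's moderated test, 1432 transcripts differed between the regions and 2457 between the cacti.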
